# Building gene regulatory networks from scATAC-seq and scRNA-seq using Linked Self Organizing Maps

**DOI:** 10.1371/journal.pcbi.1006555

**Published:** 2019-11-04

**Authors:** Camden Jansen, Ricardo N. Ramirez, Nicole C. El-Ali, David Gomez-Cabrero, Jesper Tegner, Matthias Merkenschlager, Ana Conesa, Ali Mortazavi

## Abstract

Rapid advances in single-cell assays have outpaced methods for analysis of those data types. Different single-cell assays show extensive variation in sensitivity and signal to noise levels. In particular, scATAC-seq generates extremely sparse and noisy datasets. Existing methods developed to analyze this data require cells amenable to pseudo-time analysis or require datasets with drastically different cell-types. We describe a novel approach using self-organizing maps (SOM) to link scATAC-seq regions with scRNA-seq genes that overcomes these challenges and can generate draft regulatory networks. Our SOMatic package generates chromatin and gene expression SOMs separately and combines them using a linking function. We applied SOMatic on a mouse pre-B cell differentiation time-course using controlled Ikaros over-expression to recover gene ontology enrichments, identify motifs in genomic regions showing similar single-cell profiles, and generate a gene regulatory network that both recovers known interactions and predicts new Ikaros targets during the differentiation process. The ability of linked SOMs to detect emergent properties from multiple types of highly-dimensional genomic data with very different signal properties opens new avenues for integrative analysis of heterogeneous data.

## Author summary

Gene expression is a tightly controlled process occurring in all cells during all stages of organismal life. How much and when genes are expressed is determined by gene regulatory networks (GRNs), which encode the biological programs that cells can perform. Each cell in an organism is constantly running through these networks to carry out its particular function. New techniques allow us to measure gene expression and chromatin accessibility using single-cell RNA-seq (scRNA-seq) and single-cell ATAC-seq (scATAC-seq). However, these techniques have relatively poor and different signal-to-noise ratios. In this work, we use a form of unsupervised learning called Self-Organizing Maps (SOMs) to analyze one step of B cell differentiation by linking separately trained scRNA-seq and scATAC-seq SOMs. We mine the linked SOMs to reconstruct the underlying GRN using a top-down approach. The resulting GRN not only recapitulated known regulatory linkages but also identified a large number of potential regulatory connections to the system. These methods should be generally applicable to linking heterogeneous high-throughput data with different signal-to-noise profiles.

## Introduction

The ability to analyze hundreds to thousands of individual cells using new functional sequencing assays has revolutionized the current state of scientific and biomedical research [1]. For example, single-cell gene expression studies have allowed the identification of rare cell populations in a variety of samples ranging from immune cell systems [2] to circulating tumor cells [3]. Comprehensive atlases of gene expression are being built for tissues such as the Drosophila brain throughout its lifespan [4] to an entire mouse [5]. Inspired by the wealth of new insights from single-cell RNA-seq, there has been a plethora of single cell genomic technologies developed in the last few years [6]. For example, single-cell profiling of chromatin accessibility [7–9] has generated a lot of excitement because of the wealth of insights generated within large scale surveys of chromatin accessibility and gene regulation through projects like ENCODE [10].

However, unlike single-cell RNA-seq, chromatin accessibility mapping from individual cells yields sparse information of the open chromatin landscape [11,12] due to the intrinsic limitation of numbers of chromosomes per nucleus. It has been difficult for previous analysis platforms to handle the sparsity and noise inherent in data of this type.

Recently, a number of tools have been developed to try and combat this issue. chromVAR^13^ uses cells with the highest proportion of reads to build a model of the expected number of fragments per total reads for every respective motif site in the genome, and computes deviation scores from this model to cluster single cells. This method, while effective, requires the generation of a list of transcription factor binding sites through mass motif scanning which, in this work, necessitated the loosening of strict Type I error control and the creation of a custom, well-curated list of transcription factor motifs. Another application, scABC [13], manages to cluster cells of different cell-types well by using the total cell accessibility signal to provide weights to an unsupervised clustering of the cells using K-medioids and thus identifies landmark regions that are only accessible in each identified population. The cells are then re-clustered using the respective landmarks. However, this technique would likely become confused by time course data from the same cell-type as it may be too similar to generate proper landmarks. BROCKMAN [14] uses gapped 8-mer factorization to calculate variation in DNA sequences in reads across scATAC-seq experiments and can separate cell types across multiple scATAC experiments to determine TF activity through mapping of known TF motifs with gapped k-mers. Unfortunately some TF motifs such as Ikaros (which has only a 5bp motif) are difficult to map properly with a gapped 8-mer. Others, such as Cis-topic [15], were designed to cluster scATAC-seq data alone, but have not been shown to work on multiple data types simultaneously or are only capable of clustering the cells in these experiments, such as latent semantic indexing [16,17].

Additional recent techniques attempt to correct for the scarcity of scATAC-seq data by leveraging imputed pseudo-time orderings [18]. For example, Cicero [19] uses the ordering of cells to make small aggregate pools before computing correlations. Alternatively in a study of human hematopoietic cell differentiation, Buenrostro and colleagues [20] also assigned pseudotime ordering so that accessibility peaks could be smoothed by a lowess function. Both of these methods make extensive use of pseudotime orderings, and thus, require systems that have a strong differentiation lineage (with preferably known markers). Here we introduce a method for jointly analyzing scRNA-seq and scATAC-seq data that cannot be ordered by pseudotime by taking a “gene/region-centric” approach using self-organizing maps.

Self-organizing maps (SOMs) are a type of artificial neural network, also referred to as a Kohonen network [21,22] (S1 Fig). SOMs are trained using unsupervised learning to generate a low-dimensional representation of data and can be visualized using two-dimensional maps. Individual SOM nodes (or neurons) have a weight vector that is in the same dimension as the input data vectors and neighboring nodes on a SOM reflect similarities across the input data space vector. Additionally, SOMs have been known to provide extremely robust clusterings, with typical Rand indexes in the 99.9% range at the unit level and 95% range for continuity-constrained metaclustering [23]. Thus, trained SOMs provide an intuitive platform for identifying clusters in high-dimensional datasets. For example, SOMs trained on gene expression data or chromatin data [24] from multiple cell types in human and mouse have identified complex relationships across high-dimensional genomic data [10,25–27]. Additionally, SOMs have been used to structure and interrogate the transcriptome in single-cells during cellular reprogramming [28]. SOMs provide a natural visual and powerful platform for the analysis and integration of high-dimensional data of different types.

As part of our work in the STATegra consortium (STATegra.eu), we performed single-cell RNA-seq and single-cell ATAC-seq using an *in vitro* mouse pre-B cell model system [29] during cellular differentiation. This system provides a high-resolution view into a narrow transition in pre-B cell development, whereby we induce cell differentiation in response to a sudden doubling of Ikaros expression. Our data only contains two time points and represents a fairly drastic change in chromatin accessibility and gene expression over that period, and thus, would be a poor candidate for pseudo-time analysis. In addition, this data is sufficiently sparse and noisy to give algorithms like UMAP [30] difficulty from a gene or genome region perspective (S2 and S3 Figs) even if the RNA-seq data can be visualized and clustered from a cell perspective (S4 Fig). In addition, we found that Seurat v3 [31], a powerful co-embedding algorithm, also had difficulty in separating the chromatin states using gene expression cell clusters (S5 Fig).

We used SOMatic to create two SOMs in order to identify significant groups of expressed genes and chromatin elements that jointly change during the time course. The two SOMs were then linked using a novel algorithm to find metaclusters of genes and associated genomic regions that show similar profiles during pre-B cell differentiation. The regulatory regions in these clusters were mined for enriched motifs that allowed us to infer a predicted regulatory network downstream of Ikaros. Our flexible and comprehensive approach is first of its kind to provide an analysis platform that combines these, scRNA-seq and scATAC-seq, single-cell data types without leveraging cell ordering and effectively identifies regulatory programs.

## Results

### Integration of single-cell data types using SOM

In order to study changes in gene expression and chromatin accessibility for single-cells, we utilized an inducible pre-B model system [29] and performed single-cell RNA-seq and single-cell ATAC-seq before and after cellular differentiation (Experimental methods). The goal was to link the data from these methods in a meaningful way to study individual genome region/gene interactions, and this was accomplished by developing the computational pipeline shown in Fig 1. We began by training separate self-organizing maps (SOMs) for each dataset. The result is a set of SOM units that contain genes and genome regions that have a very similar signal profile across each of the single cells at both time points (Summary maps in S6 Fig). To reduce the signal dropout and technical noise prevalent in single cell data, our SOM analysis tool produces clusters of these units, called metaclusters [24], which maintain the SOM’s scaffold topology by only combining adjacent units and contain similar gene expression and chromatin accessibility profiles. Finally we combine the patterns found in each SOM using a pipeline that links metaclusters from both gene expression and chromatin accessibility. These linked metaclusters (LM) contain sets of chromatin regions that have similar open chromatin signal profiles that are in the proximity of genes that also share a similar profile (although not necessarily the same profile in RNA and ATAC) and can be mined using gene ontology, pathway analysis, and motif discovery. Our method easily extends a traditional single data-type analysis to one that focuses on the integration of fundamentally different data like single-cell RNA-seq and ATAC-seq in order to recover evidence of co-regulation.

**Fig 1:**
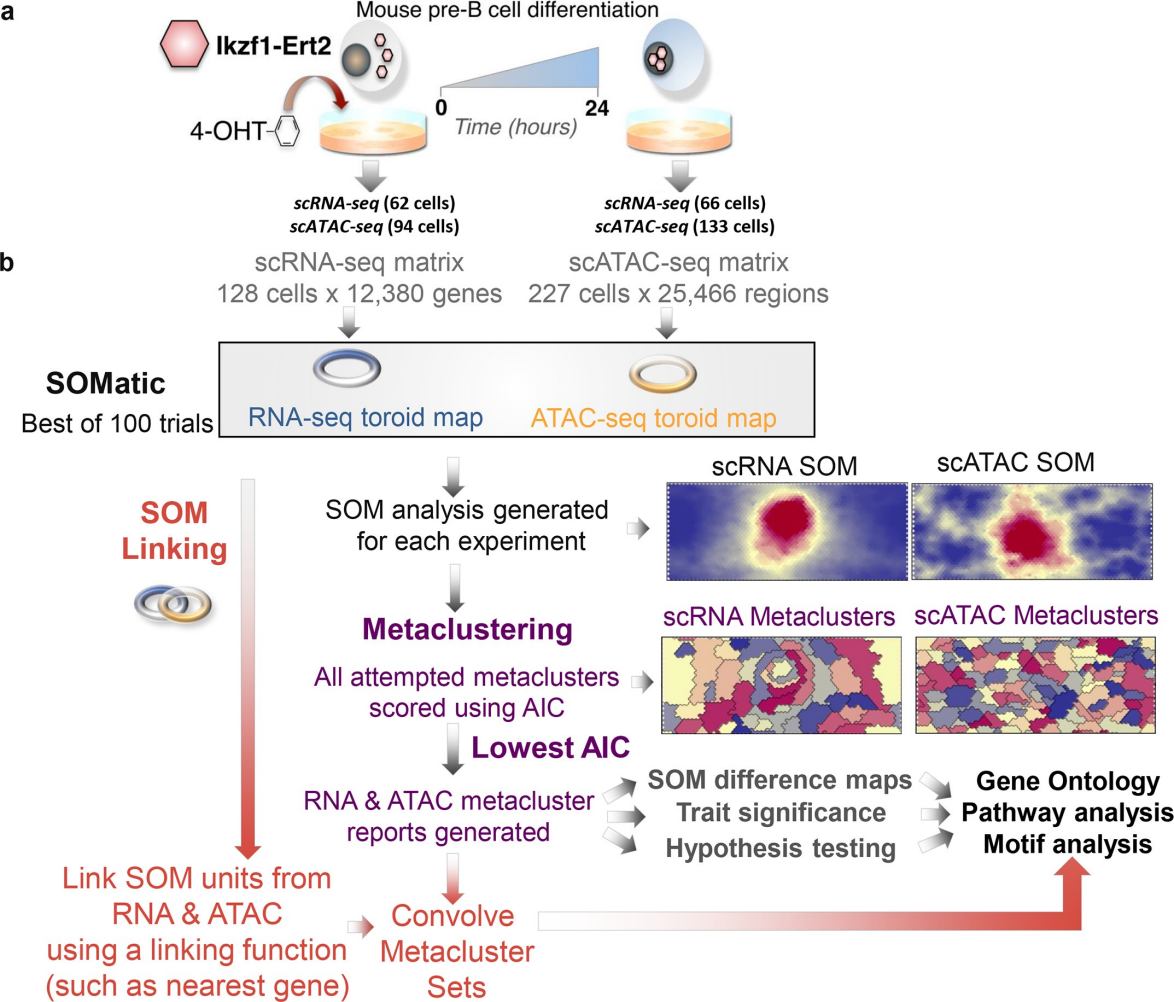
Single–cell multi–data integration using SOMs. (A) An inducible Ikaros mouse pre–B cell–line was used to track changes in gene expression and chromatin accessibility during differentiation (0 and 24–hours) in single–cells. (B) Single–cell RNA–seq and ATAC–seq data from an inducible mouse pre–B cell–line were independently trained using SOMatic to generate single–cell SOMs and metaclustered using AIC scoring. These clusters were convolved with the new SOM linking algorithm to generate pair–wise metaclusters of chromatin regions with similar profiles across the single–cell dataset that regulate genes that also share similar profiles. These pair–wise clusters were mined for regulatory connections through motif enrichment analysis.

### Identification of dynamic gene expression metaclusters

We trained a 40x60 SOM on the scRNA-seq dataset (62 single-cells for 0-hour; 66 single-cells for 24-hour) using 12,380 genes that had expression greater than 1 FPKM in at least 5% of cells (Experimental methods). As expected, slices of this map (Fig 2A), which correspond to single cells, show a general reduction of gene expression over time. SOMatic identified 39 RNA metaclusters that reflect the various gene expression profiles present in the data (Fig 2B). We validated that these metaclusters were properly determined by calculating the UMatrix and density map for this SOM and overlaying the metacluster boundaries on top of these maps (S7 Fig) for visual inspection. The metaclusters followed the breaks in these maps as expected and thus provide a robust representation of the different profiles present in the single-cell data.

**Fig 2:**
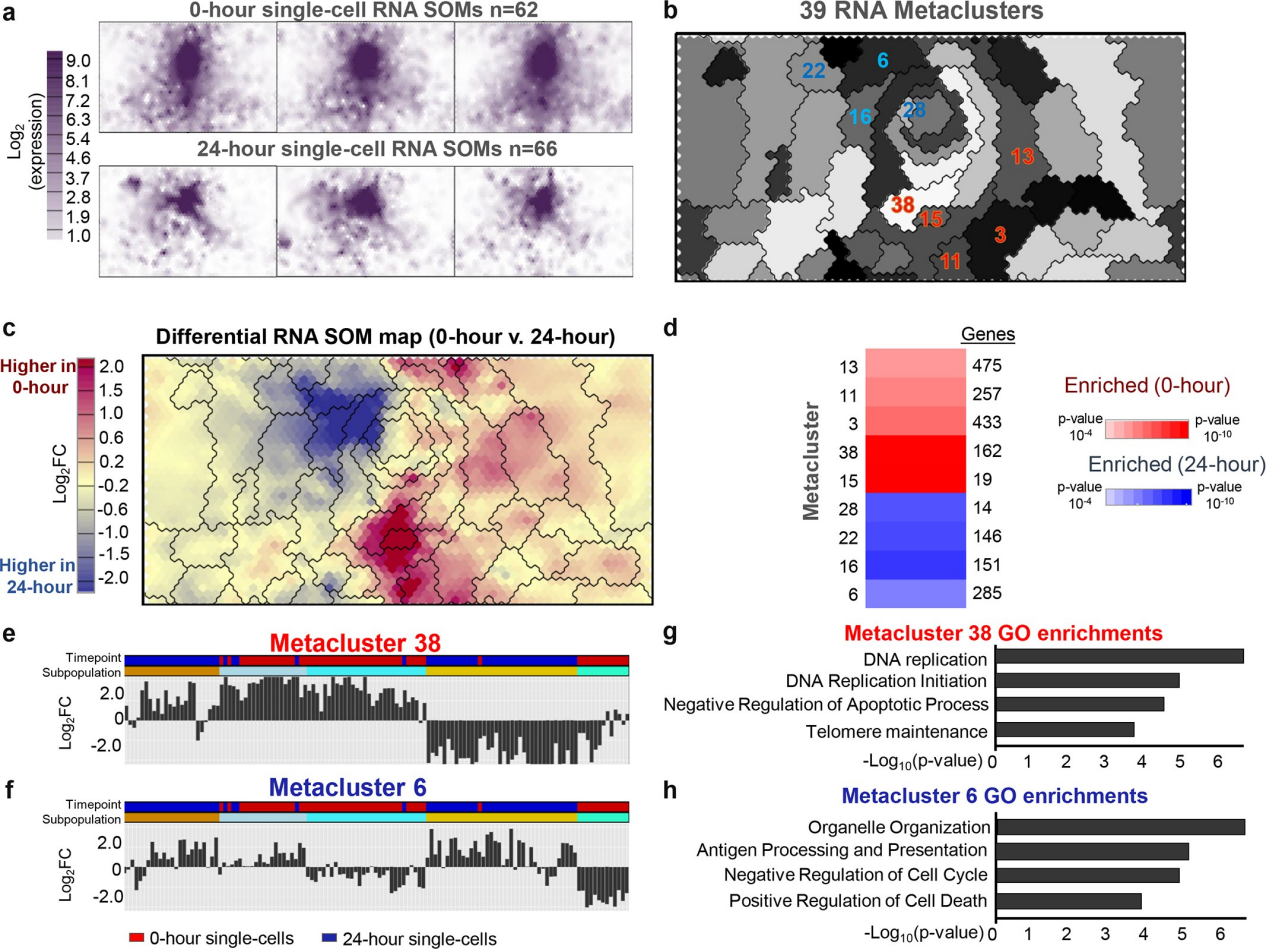
Single–cell gene expression patterns during cellular differentiation are profiled using SOMatic. (A) A SOM was generated for the single–cell RNA–seq dataset (0–hour 62 cells, 24–hour 66 cells). Maps for 3 cells from each time point were arbitrarily selected for display. (B) 39 metaclusters were identified using AIC scoring. Metacluster number and color were arbitrarily assigned for visualization purposes. (C) SOM difference map comparing 0–hour and 24–hour time–points. Maps for cells from 0 and 24–hour timepoints were averaged to generate a single map for each and then subtracted to create a map that represented gene expression fold change during pre–B cell development. Overlaid metacluster divisions generally follow contours of the map. (D) Trait enrichment analysis deployed on gene metaclusters revealed which are enriched in each time point. Metaclusters of interest are highlighted in panel b. (E–F) Summary showing the representative expression profile for metaclusters 38 and 6. Columns are individual cells color–coded for 0 and 24–hour time–points ordered by hierarchical clustering on every metacluster representative gene expression profile. Cell subpopulations are represented by a 40% cut on that clustering. (G–H) Top gene ontology terms for the 162 genes in metacluster 38 and the 151 genes in metacluster 16.

One of the strengths of the SOM approach is that we can perform logical operations on the feature maps. We computed a map by averaging maps from the cells in each time point and subtracting them to determine which metaclusters reflect meaningful gene expression differences across time (Fig 2C). We performed a correlation analysis to determine which metaclusters were consistently enriched across the cells in each time-point as previously described [24]. We found statistically-significant differences across time in 9 RNA metaclusters, 5 of which were enriched in 0-hour and 4 in 24-hour (Fig 2D, p-value <10^−4^–10^−10^). Sizes for these metaclusters can be found in Fig 2D. For example, RNA metacluster 15 consists of 11 SOM units and contains 19 genes enriched in 0-hour single-cells such as *Igll1* and *Vpreb1* (Fig 2E). Similarly, metacluster 16 consists of 42 units and contains 151 genes enriched in 24-hour cells such as *Mier1*, which has been shown to control mature B-cell survival in mice [32] (Fig 2E). Gene ontology analysis revealed a series of genes enriched for antigen presentation and negative regulation of cell cyle in 24-hour cells, while DNA replication genes were represented in 0-hour cells (Fig 2F). This is consistent with the transition of gene programs necessary for coordinating pre-B cell differentiation [33].

### Mapping the pre-B single-cell chromatin landscape architecture using SOMs

We performed single-cell ATAC-seq [8] with a total of 227 cells passing our quality controls to explore the change in chromatin accessibility over the differentiation time-course. 

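Chromatin accessibility was measured by ATAC-seq in single B3 cells, a mouse pre-B cell line that carries Ikaros fused to a tamoxifen-responsive receptor domain, before treatment with 4-hydroxytamoxifen (0 hours) and 24 hours after it. The deposited matrix holds 227 cells from 4 C1 runs. Runs 1 and 2 were made at 0 hours and hold 48 and 47 cells, and runs 3 and 4 were made at 24 hours and hold 60 and 72 cells. By their labels these are 95 cells at 0 hours and 132 at 24 hours, where the paper gives 94 and 133. The authors mapped the reads to mm10 with Bowtie2, removed duplicates with Picard, called peaks with HOMER on bulk libraries and counted the signal of each cell in these peaks. The deposited values are whole counts from 0 to 2 and are not scaled to depth, and the paper's text does not give the reason for the highest value of 2.
Cells of one run are not replicates of the treatment, so the counts of the cells were summed per C1 run and the 2 runs at 24 hours were compared with the 2 runs at 0 hours in edgeR, by its quasi-likelihood test with TMM factors. The summed counts were 164357 and 92639 for runs 1 and 2, and 122586 and 142611 for runs 3 and 4. Regions with at least 20 counts over the 4 runs were tested, which left 10050 regions. For genes, the counts of all regions whose nearest transcription start site lay within 50 kb were added, which left 7755 genes. Nothing in the labels says that the runs came from separate cultures, so the p-values measure only the spread between these runs. Counts simulated with the dispersion of these runs and a log2 change of 2 were called for 5% of the changed regions and 46% of the changed genes, and with a log2 change of 3 for 37% and 79%, so that only large changes in single regions can be called at this depth.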

We recovered on average 53,864 unique chromatin fragments per cell. 

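In the deposited matrix a cell had a mean of 2300 counts and a median of 1905, with a range from 334 to 7940. These are counts within the deposited regions, at most 2 per region, whereas the paper's mean is of all unique fragments of a cell, and the values given here use the counts in regions. The cells of run 1 had a median of 2898 counts, those of run 2 a median of 1787, those of run 3 a median of 1839.5 and those of run 4 a median of 1676. Fewer than 1000 counts were found in 1, 4, 15 and 12 cells of runs 1 to 4.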

Using peaks taken from a set of pooled ATAC-seq experiments over three biological replicates with 50,000 cells for each time-point, we quantified the ATAC-seq signal in these peaks for each cell. We built a data matrix from chromatin regions detected in at least 2% of cells (5 cells) for a total 25,466 ATAC-seq peaks due to the sparse nature of single-cell ATAC-seq.

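The deposited matrix lists 20103 regions, where the paper gives 25466, and every region has signal in at least 5 cells. By the GENCODE M21 annotation of GRCm38, the assembly also named mm10, 9877 of the regions lie within 1 kb of a transcription start site and are called promoter regions here, 4429 others lie in introns, 417 in exons and 5380 between genes. A region has a median width of 140 bp and signal in a median of 13 cells. Of all values in the matrix 7.46% are above 0, and 53.4% of these are 2. The rule of the nearest transcription start site within 50 kb linked 17358 regions to 10054 genes.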

A 40x60 SOM was trained on this scATAC data matrix (Experimental methods). 

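Fewer regions had signal per cell at 24 hours than at 0 hours, by less than the difference between the 2 runs at 0 hours. A cell had signal in a median of 1888.5 regions in run 1 and 1146 in run 2, both at 0 hours, and in 1199 in run 3 and 1077.5 in run 4, both at 24 hours. The mean of the run medians was 1517 ± 525 (SD, n = 2 runs) at 0 hours and 1138 ± 85.9 (SD, n = 2 runs) at 24 hours, which is 25.0% lower (two-sided exact permutation test on the run medians, p = 0.667, where the smallest p that 2 runs against 2 allow is 0.333). The total counts of a cell were 25.0% lower too, and without cells under 1000 counts the regions with signal were 12.3% lower. Relative to the total of each run, the accessibility of promoter regions and of distal regions went apart. Over the 4 pairings of a 24-hour run with a 0-hour run, the median log2 change was 0.35 for the 6590 tested promoter regions and -0.55 for the 3460 tested regions over 1 kb from a transcription start site, a difference of 0.91 ± 0.44 (SD over the pairings), with a range from 0.44 to 1.36. With the number of cells in place of the total as the size of a run, the medians were -0.044 for promoter regions and -0.93 for distal regions. Promoter regions took 56.7% and 53.8% of the counts of the 0-hour runs and 64.2% and 72.5% of those of the 24-hour runs.
Single regions at an adjusted p under 0.05 from edgeR were few, with 2 lower and 7 higher at 24 hours. One lower region lies on chromosome 13 from 107094586 to 107094730, between genes and 72532 bp from the nearest start site, that of Kif2a. The other lies on chromosome 7 from 92442282 to 92442381, in an intron whose gene was not recorded, 118818 bp from the nearest start site, that of Ccdc90b. Their log2 fold changes were -3.61 (standard error 0.73) and -5.04 (standard error 1.02, with a count ratio of 0.0248 and a 95% counting interval from 0.000614 to 0.147). The higher ones include the promoters of Trappc5, which encodes a part of a vesicle tethering complex, Kars, a lysyl-tRNA synthetase, and Ube4a, a ubiquitin ligase. With the number of cells as the size, 31 regions were lower and 6 higher, and with upper-quartile factors or DESeq2 the count was 0 in both directions, while 1334 regions had an unadjusted p under 0.05 in edgeR and 725 in DESeq2. Without run 1 the regions with signal per cell differed between the time points by 0.676%, and without run 4 the promoter and distal medians differed by 0.54.

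**Figure D1:**
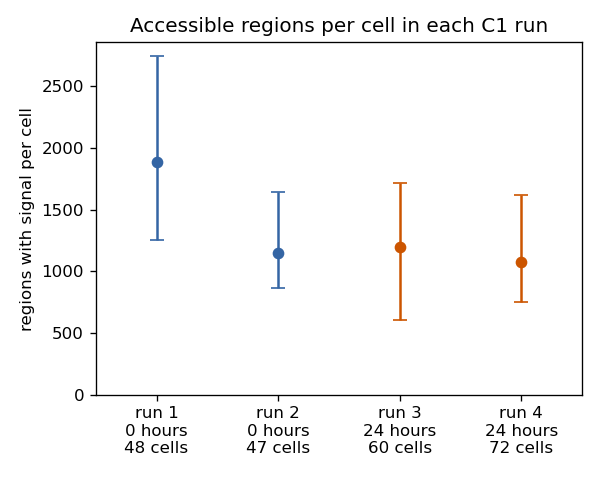
Number of regions with signal per cell (y axis) in each C1 run (x axis). Points are medians over the cells of a run and bars run from the first to the third quartile. The median of run 1 is 1888.5 and those of the other runs lie between 1077.5 and 1199.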

Similar to the RNA SOM, scATAC feature maps (Fig 3A) revealed a general closing of the chromatin in 24-hour cells, which is normal for cells undergoing differentiation. 

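A map of 40 by 60 units on a toroid was trained again on the deposited matrix, with 50% of the regions over 1000 epochs, and all 20103 regions were then placed on it. A region was placed on 2380 of its units. The units were joined by k-means and adjacency into the paper's number of 107 groups, which are called rebuilt metaclusters here, as their numbers are not those of the paper. They held from 17 to 1744 regions, with a median of 129. The paper chose the best of many trials by fitting error, whereas 1 trial was run here for each of 3 seeds, with mean fitting errors from 5.195 to 5.197. The learning rate fell from 0.2 to 0.01 and the radius from 20 to 0.7 units, which were set here.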

Clustering the units from this SOM resulted in the identification of 107 chromatin metaclusters (Fig 3B). Visual inspection of these clusters confirmed that these clusters properly follow the breaks in the UMatrix and density map (S8 Fig).

**Fig 3:**
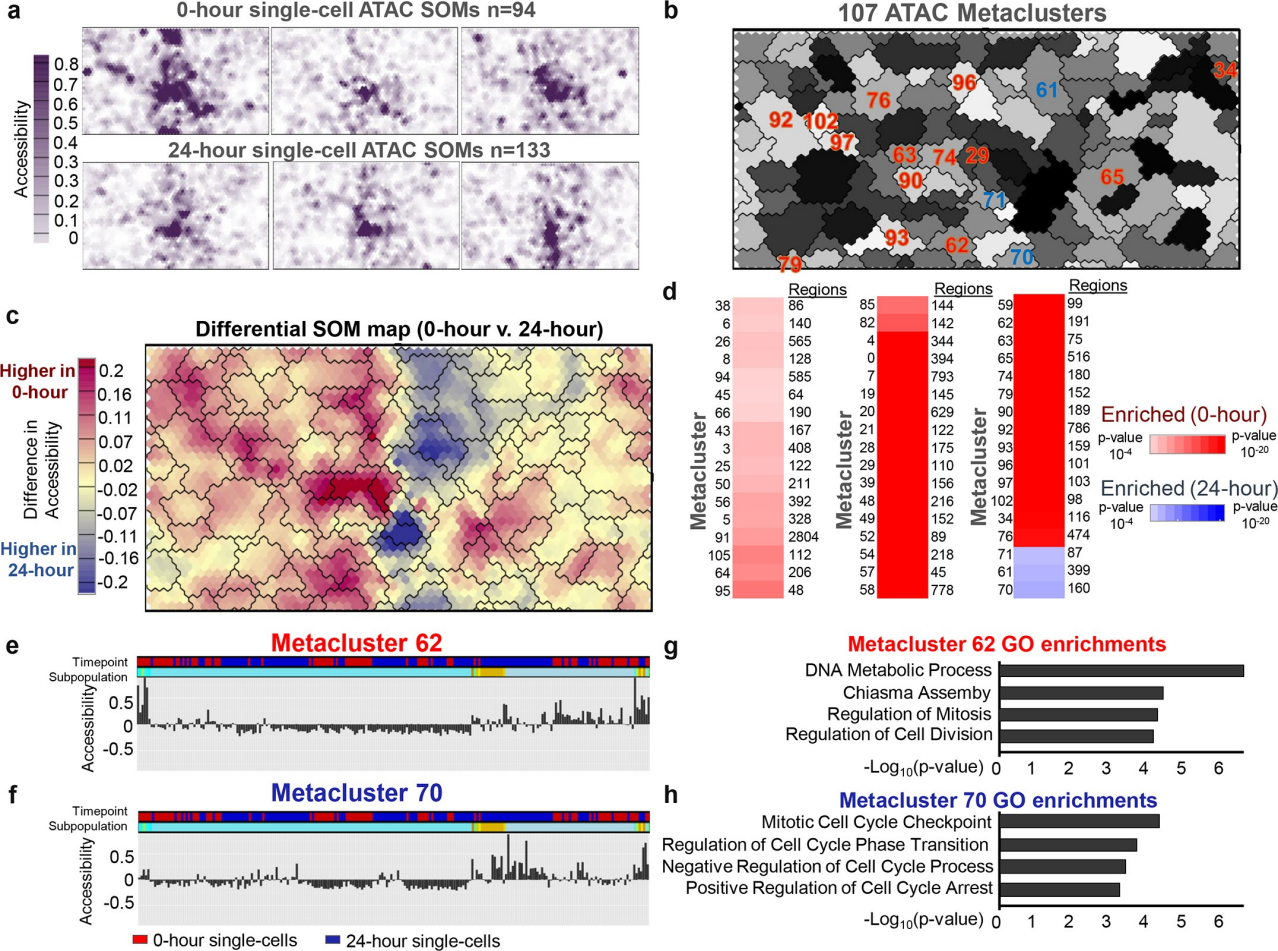
SOMatic reveals the dynamic chromatin landscape in single–cells. (A) A chromatin SOM was generated for the single–cell ATAC–seq dataset (0–hour 94 cells, 24–hour 133 cells). Maps for 3 cells from each timepoint were arbitrarily selected for display. (B) 107 metaclusters were identified using AIC scoring. Metacluster number and color were arbitrarily assigned for visualization purposes. (C) SOM difference map comparing 0–hour and 24–hour time–points. Maps for cells from 0 and 24–hour timepoints were averaged to generate a single map for each and then subtracted to create a map that represented chromatin accessibility fold change during pre–B cell development. Overlaid metacluster divisions generally follow contours of the map. (D) Trait enrichment analysis deployed on gene metaclusters revealed which are enriched in each time point. Metaclusters of interest are highlighted in panel b. (E–F) Summary showing the representative accessibility profile for SOM metaclusters 62 and 70. Columns are individual cells color–coded for 0 and 24–hour time–points ordered by hierarchical clustering on every metacluster representative gene expression profile. Cell subpopulations are represented by a 40% cut on that clustering. (G–H) Top gene ontology terms for genes associated to chromatin elements from SOM metaclusters 62 and 70. Association was determined through use of the GREAT algorithm (See methods).

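Of the 107 rebuilt metaclusters, 9 had higher signal at 0 hours and 12 had higher signal at 24 hours at an adjusted p under 0.05 from edgeR's quasi-likelihood test on the runs, relative to the total counts of each run. Regions were grouped by their signal in these same cells, without use of the time point. The p-values of metaclusters, here and with cells as units, are thus for groups formed on the tested counts. Those higher at 24 hours held a larger share of promoter regions. Rebuilt metacluster 97, with 86 regions of which 37.2% are promoters, took 1.02% and 1.23% of the counts of the 0-hour runs and 0.649% and 0.380% of those of the 24-hour runs (log2 fold change -1.13, standard error 0.31, adjusted p = 0.00934 from edgeR). Rebuilt metacluster 10, with 157 regions, had a log2 fold change of -1.09 (standard error 0.26). In the 9 metaclusters higher at 0 hours between 28.9% and 42.2% of the regions were promoters, and in the 12 higher at 24 hours between 69.6% and 91.4% were. Of the latter, rebuilt metacluster 101, with 149 regions, took 0.744% and 0.688% of the counts at 0 hours and 0.914% and 2.39% at 24 hours (log2 fold change 1.21, standard error 0.38, adjusted p = 0.016 from edgeR).
When each cell was taken as a unit, close to the test of the paper, and its mean signal without correction for depth was correlated with the time point, 42 metaclusters were higher in 0-hour cells and 5 in 24-hour cells (permutation test with 100000 resamples, p under 0.0001, where the smallest p they can give is 1e-05), and with each cell thinned to 1000 counts, a setting added after the data were seen, 26 and 27. With 1 run left out, cells as units gave 14 and 7 without run 1, 48 and 0 without run 2, 44 and 11 without run 3, and 5 and 0 without run 4. Leaving out run 1, run 2 or run 4 left 0 metaclusters in both directions in edgeR, and leaving out run 3 gave 32 and 24. With the number of cells as the size of a run, 0 were called in both directions by edgeR and 7 had an unadjusted p under 0.05.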

A SOM difference map and hypothesis analysis for all 107 chromatin metaclusters revealed 48 metaclusters that exhibit open chromatin signal in 0-hour cells and 3 metaclusters in with higher signal in the 24-hour cells (Fig 3C and 3D). Gene ontology enrichments for genes in the vicinity of the regions from two of the most significant metaclusters (Fig 3E), 62 (0-hour enriched; 191 peaks) and 70 (24-hour enriched; 160 peaks), reveal that these genes are enriched for cell cycle and cell division programs as predicted (Fig 3F). Thus, SOMs are capable of revealing patterns of chromatin accessibility from sparse single-cell ATAC-seq data in a dynamic model system.

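Genes near the regions of the rebuilt metaclusters were compared with lists of genes that had been fixed beforehand, with all 10054 genes linked to a region as background. Of 41 mitotic genes with a region, 9 were near a region of the 12 metaclusters higher at 24 hours (22.0%, against 12.4% of all genes; Fisher's exact test, adjusted p = 0.326), and 2 were near a region of the 9 metaclusters higher at 0 hours (4.88%, against 11.0% of all genes; adjusted p = 0.689). Of 24 genes of cell cycle arrest, which code for inhibitors of cyclin-dependent kinases and other brakes on division, 7 were near a region of the 24-hour set (adjusted p = 0.153). Of 33 genes of DNA replication 7 were near that set and 5 near the 0-hour set, at adjusted p of 0.483 and 0.802. The genes near the 0-hour set held 9 of the 22 transcription factors that the paper draws in Fig 4D (40.9%, adjusted p = 0.022) and 6 of the 14 genes its text names (adjusted p = 0.0357). The study chose those 2 lists in part from these cells, so their counts are not independent evidence. Near the 24-hour set lay 7 of 16 widely expressed housekeeping genes (43.8%, adjusted p = 0.0352), a list set as a control. Near the metaclusters called from cells as units at 0 hours, which hold 54.7% of all genes, these paper lists did not pass (18 of 22 and 13 of 14, adjusted p of 0.0945 and 0.0631), and near those called at 24 hours 2 of the 16 housekeeping genes were found (adjusted p = 0.483). The list of the surrogate light chain and pre-B cell receptor, which also holds other pre-B genes such as Dntt and Il7r, passed there (15 of 16 near the 0-hour set, 93.8%, adjusted p = 0.0352). So did 20 of 23 transcription factors of the B lineage (87.0%, adjusted p = 0.0352). Near the 0-hour set from edgeR lay 5 of 16 and 7 of 23 (adjusted p of 0.153 and 0.0945). The adjustment covers 19 lists and both directions for the metaclusters of each of the 2 tests. A gene counted as near when any of its regions lay in the set. Genes with more regions thus had more chances, and Fisher's test does not correct for this. The surrogate light chain list shares members, among them Igll1 and Vpreb2, with the genes that the paper's text names. Igll1 and Vpreb2 are also among the genes that Fig 4C marks for higher expression at 0 hours. The count of the surrogate light chain list is thus not fully independent evidence. The metaclusters from cells as units take cells as replicates. From the cell cycle and cell division terms found near its metaclusters, and from the metaclusters that differed between the time points, the paper concludes that SOMs reveal patterns of accessibility in sparse data.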

### Comparison of chromatin SOM results to cisTopic clustering

In order to compare the performance of our SOM clustering on the scATAC-seq data, we also analyzed that dataset using cisTopic [15](Experimental Methods), which determined that there were only 15 region clusters (“factors”, S9A Fig). 

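Cells lay apart by run as well as by time point when the deposited counts were reduced by latent semantic indexing to components 2 to 10. Of the 15 nearest neighbours of a cell, on average 92.1% in run 1, 94.9% in run 2, 90.8% in run 3 and 98.8% in run 4 were of the same time point, where the sizes of the groups alone give 41.6% at 0 hours and 58.0% at 24 hours. Cells of the same run made up 45.1%, 74.6%, 89.2% and 93.4% of the neighbours in runs 1 to 4. The other run of the same time point supplied 46.9% of the neighbours of cells of run 1 and 20.3% for run 2, but 1.56% for run 3 and 5.37% for run 4, where the sizes of the runs alone give 31.9% and 26.6% for the last 2, so that cells of run 3 had more neighbours from the 0-hour runs than from the other 24-hour run. No p-value is given from cells. With each cell thinned to 1000 counts, which kept 195 cells, the shares of neighbours of the same time point were 79.9%, 94.0%, 72.3% and 96.4% in runs 1 to 4. The other 24-hour run then supplied 11.7% for run 3 and 8.22% for run 4, where sizes alone give 30.9% and 23.2%, and cells of run 3 again had more neighbours from the 0-hour runs.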

Umaps built using these 15 factors clustered the cells from this experiment into coherent groups (S9B Fig) with several factors (3, 6, 8, 13) being enriched in one timepoint over the other. However, GREAT analysis of these factors did not reveal any significant GO terms that were biologically relevant, which may be due to the large sizes of these topics (S9C Fig). Additionally, visual inspection of the *Igll1* locus (S9D Fig) showed that the promoters of *Igll1* and *Vpreb1* and one of the nearby enhancers with extremely different scATAC-seq profiles were all assigned to the same topic. 

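The promoters of Igll1 and Vpreb1, which encode the surrogate light chain of the pre-B cell receptor, lie on chromosome 16 of GRCm38, and both had fewer counts at 24 hours, without passing the test. Igll1 runs from 16860671 to 16863985 and Vpreb1 from 16868403 to 16870843, both on the minus strand. The transcription start site used for Vpreb1 lies within this span, 66 bp from the centre of its promoter region. The outer end of the span lies in the promoter region of Top3b, from 16870726 to 16870894, whose centre is 1555 bp from that start site. The promoter region of Igll1, from 16864098 to 16864223, had 20 and 9 counts in the 0-hour runs and 5 and 0 in the 24-hour runs (log2 fold change -2.51, standard error 0.92, adjusted p = 0.232 from edgeR). An intergenic region from 16865355 to 16865480 had 21, 7, 2 and 8 counts in runs 1 to 4 (log2 fold change -1.52, standard error 0.77). The promoter region of Vpreb1, from 16869268 to 16869375, had 9, 13, 4 and 1 counts (log2 fold change -2.29, standard error 0.94, adjusted p = 0.282 from edgeR). The promoter region of Top3b and the 2 of Ppm1f had log2 fold changes of -0.16, -0.11 and 0.56. The 8 regions within 50 kb of the start of Igll1 fell into 7 rebuilt metaclusters. The promoter region of Igll1 was in metacluster 102, the intergenic region in metacluster 45 and the promoter region of Vpreb1 in metacluster 53, which held 1 of the 2 promoter regions of Ppm1f as well.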

A global comparison can be found in S10 Fig. Although cisTopic only clustered 8,266 out of the 25,466 regions, the silhouette coefficient is similar to SOMatic from a metacluster perspective (S11 Fig). Thus, while cisTopic performs well in the separation and clustering of cells from scATAC-seq experiments, it is unable to achieve a high-resolution view of the inner-time-point dynamics at the same granularity as the SOM.

### Application of multi-omic single-cell data integration using Linked SOMs

Cellular differentiation occurs as a consequence of dynamics in expression of networks composed of genes controlled by cis-regulatory elements, which must be open in order to function properly. The linker pipeline within SOMatic attempts to convolve the metaclusters from RNA and chromatin accessibility SOMs in order to interrogate the dynamics of the system. In brief, the pipeline subsets chromatin regions within the same chromatin metacluster into linked metaclusters (LM) using the expression of the gene whose regulatory region (using the same algorithm as GREAT [34]) overlaps the element. Thus, if a set of regions are in a LM, these regions share a similar chromatin accessibility profile and are in the vicinity of genes that also share a similar gene expression profile (See S12 Fig for an overview). This coherence of joint profiles gives a much higher expectation that these regions will be similarly regulated than grouping on accessibility or gene expression alone.

We applied this new pipeline to our scRNA and scATAC SOMs and analyzed a total of 107 x 39 = 4,173 LMs to identify 459 LMs that were significantly dynamic in both chromatin accessibility and their nearby genes (Experimental methods) (Fig 4A). Based on our assumption that these LMs were similarly regulated, we mined each LM separately for known transcription factor binding site motifs using FIMO with a q-value cutoff of .05. This generated ~9.3 million candidate motifs, which is substantially more than results from standalone motif analysis on bulk data with less than 50k and 500k for peaks and enriched peaks respectively (S13A Fig) and is greater than the ~4.4 million using the ATAC-seq SOM on its own (S13B Fig). Random LMs also gave us fewer candidate motifs, with an average of ~1.46 million motif positions in 100 trials (S14 Fig). Additionally, to determine enrichment, LMs with a percentage of regions containing each transcription factor motif that was significantly (p-value < .05) enriched over the baseline were reported, (Fig 4B), reducing the ~9.3 million candidate motifs to 265,715 high-confidence potential gene regulatory network connections or 5,268 high-confidence active transcription factor/active transcription factor connections.

**Fig 4:**
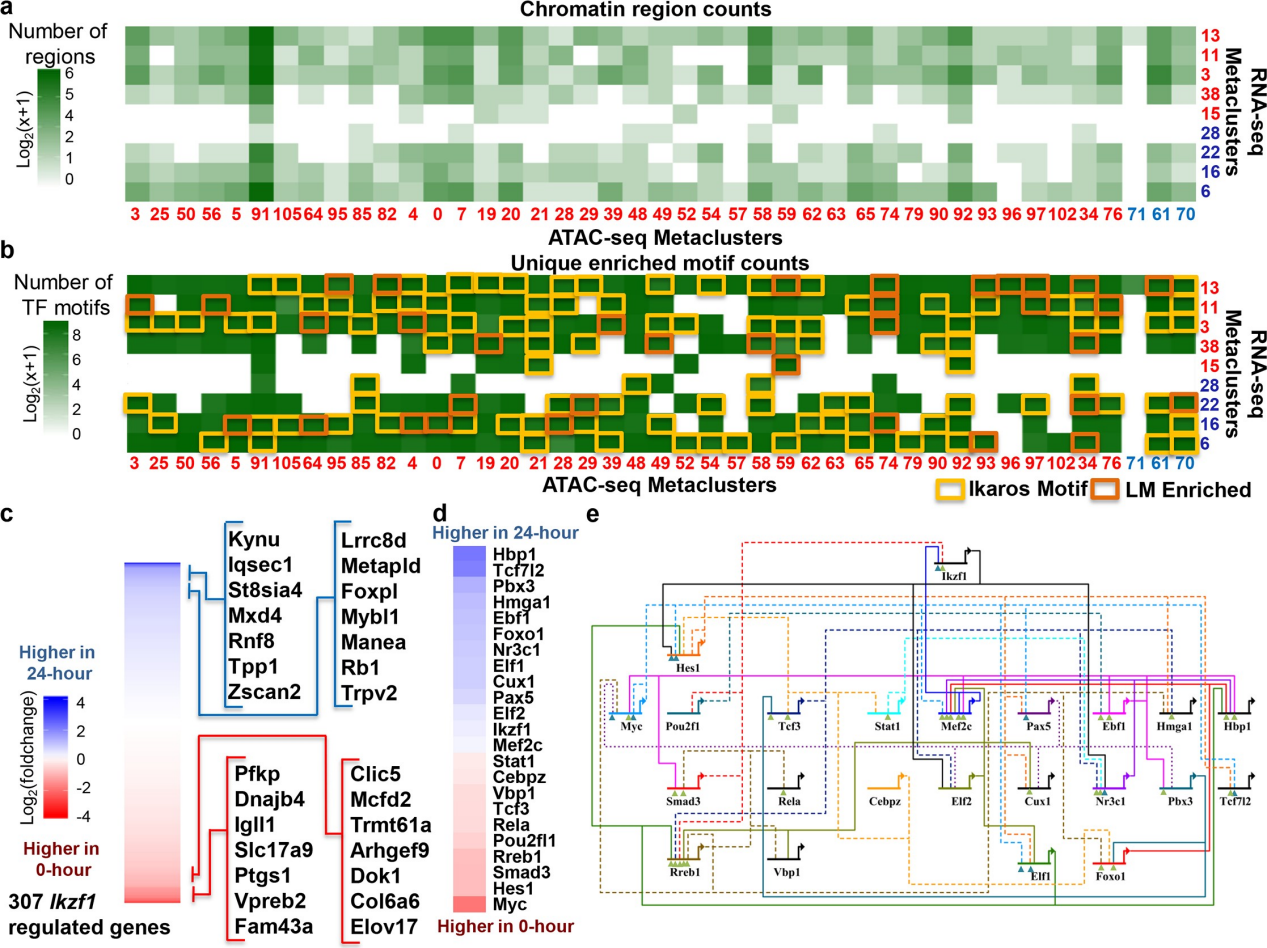
Transcriptional regulation by *Ikzf1* recovered using linked SOMs. (A) Size of pair–wise metaclusters that contain both differentially–expressed genes and differentially–accessible chromatin sites. Metaclusters of genes and regions with a higher enrichment at 24–hours are colored blue and are ordered by enrichment in the two time points. (B) Number of statistically–significant motifs found in each pair–wise metacluster from (a). Presence and enrichment of the *Ikzf1* motif in the pair–wise metacluster is noted. (C) Heatmap of expression fold change for genes predicted to be regulated by *Ikzf1*. Genes with the largest change between time points are noted. (D) Predicted downstream targets of *Ikzf1* with significant change over the time course. Each gene is labels with the fold change between time points with the same scale as 4c. (E) Predicted gene regulatory network downstream of *Ikzf1*. Genes are ordered left to right by their fold change over the time course. Connections are dashed if their signal is significantly lower at the 24–hour time point. Connections at each gene are labeled by level of evidence found in existing literature. Teal triangles indicate experimental evidence and green triangles indicate previous computational prediction.

The differentiation of the B3 cell line is initiated by doubling the amount of Ikaros in the nucleus of each cell and we therefore focused our analysis on Ikaros as the root node of our gene regulatory network. A majority of the differential LMs contain the Ikaros motif (3,672 total instances compared to an average of 1,232 instances in shuffled clusters), including 35 where Ikaros reaches statistical significance (compared to none in the shuffled clusters). 

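The list of the pre-B cell receptor and its surrogate light chain also held other genes of pre-B cells, such as Dntt, Il7r, Igf2bp3 and Blnk. Of its 14 genes with enough counts, 12 had a negative log2 fold change between 24 and 0 hours, with a median of -1.05 over the list. None passed an adjusted p of 0.05 over all 7755 genes in edgeR, and 7 were lower and 1 higher when adjusted over the list alone. Igll1, a component of the surrogate light chain, had 49 and 17 counts at 0 hours and 8 and 12 at 24 hours (log2 fold change -1.77, standard error 0.51, adjusted p = 0.162 from edgeR). Vpreb2, its partner chain, had 15 and 9 counts at 0 hours and 2 and 0 at 24 hours, a count ratio of 0.0808 with a 95% counting interval from 0.00925 to 0.325. Dntt, the template-independent polymerase of V(D)J joining, had a log2 fold change of -2.21 (standard error 0.70), and Il7r, the interleukin-7 receptor, had a count ratio of 0.138 (interval from 0.0264 to 0.464). Igf2bp3, an RNA-binding protein of fetal B lymphopoiesis, was at 0.85 (standard error 0.32). Of 5 tested markers of T cells, a list of another cell type, 4 had a negative log2 fold change too, with a median of -0.91 (fry p = 0.0308, adjusted p = 0.146). As a set the list of the pre-B cell receptor had p = 0.0651 in fry (adjusted p = 0.247) and p = 0.0825 in camera with an estimated correlation (adjusted p = 0.61).
Of 14 genes that Fig 4C marks for higher expression at 0 hours, 10 had a negative log2 fold change in accessibility, with a median log2 fold change of -1.04, and 5 were lower when adjusted over the list alone. Elovl7 was at -1.33 (standard error 0.41) and Col6a6 at -1.42 (standard error 0.46). Of 10 tested genes that it marks for higher expression at 24 hours, 8 were negative too, among them Foxp1 at -1.13, and Trpv2 was positive at 1.12. The study chose both lists on its own cells, so these counts are not independent evidence. Nr3c1, the glucocorticoid receptor, had a log2 fold change of -0.24 (standard error 0.42), and 0.28 with each cell thinned to 1000 counts.
The core of the Ikaros motif, TGGGAA on either strand, occurred in 1007 of the 10050 tested regions. The median log2 fold change was -0.10 with a match and 0.08 without, a difference that did not pass in a test added after the data were seen (camera with an estimated correlation, p = 0.144, adjusted p = 0.33). Among the 7 higher regions 2 had a match and among the 2 lower ones 0 (Fisher's exact test, adjusted p = 1 in both directions). Within 50 kb of Igll1, a match lay on chromosome 16 from 16912113 to 16912118, in a region in an intron of Ppm1f with 6, 0, 2 and 7 counts in runs 1 to 4. Without run 3, edgeR called Igll1, Vpreb1, Vpreb2 and Dntt lower with 1 run at 24 hours, which is assumed to vary like the 0-hour runs, among 335 genes lower and 300 higher.

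**Figure D2:**
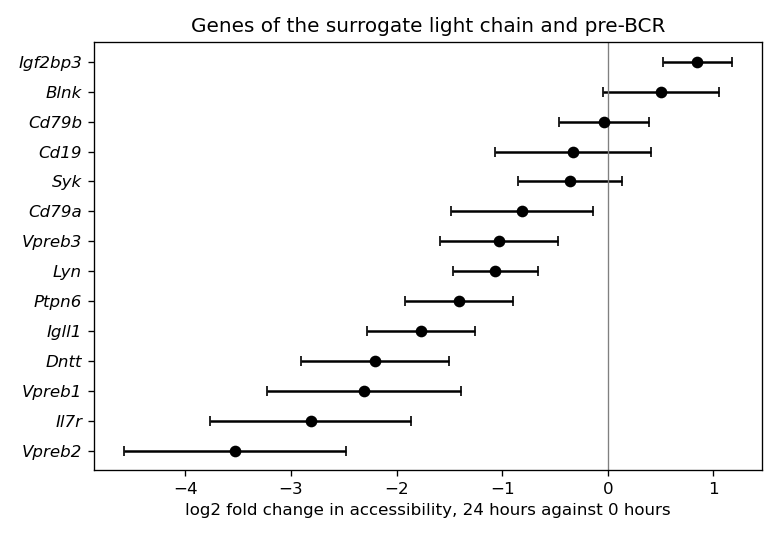
Log2 fold change in accessibility between 24 hours and 0 hours (x axis) for the 14 tested genes (y axis) on the list of the surrogate light chain and pre-B cell receptor, which also holds other pre-B genes. Points are edgeR estimates from 2 runs at each time point and bars are 1 standard error. Igf2bp3 and Blnk lie above 0 and the other 12 below it.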

In total, we found 307 genes, with 328 nearby potential cis-regulatory regions that contain the motif, that may be regulated directly by Ikaros (Fig 4C), including genes known to be differentially expressed in this system, such as *Igll1* (S15 Fig) and *Vpreb2* [35] as well as the transcription factor *Nr3c1* [36], which is a factor that has been previously implicated as being downstream of Ikaros. To validate these connections, *Ikzf1* ChIP-seq data [33] was interrogated at the same 0hr and 24hr time points for each of the 328 potential cis-regulatory regions. Of these, 312 (~95%) of these regions overlap *Ikzf1* ChIP-seq peaks in one or both of the time points, including 84 (~26%) that overlap *Ikzf1* ChIP-seq peaks in only one time point. Loci for the 3 transcription factors predicted to be regulated by Ikaros were further visually inspected and each of the nearby potential cis-regulatory regions had a significant change over the time course (S16–S18 Figs).

We built a gene regulatory network of transcription factors that we predicted were connected to Ikaros to identify indirect, secondary changes to gene expression as a direct result of changes in Ikaros concentration at the direct targets TFs. This network is tied directly to the model system in that it only uses genome segments that are open in either time-point. We determined which factors downstream of Ikaros showed a significant change in expression across the time-series (Fig 4D) and determined the connections between them (Fig 4E). Each of these genes has been shown to be important in B-cell differentiation. For example, the activation of *Hbp1* has been shown to prevent c-Myc-mediated transcription [37] and, together with a down-regulation of *Myc* expression, stops B-cell proliferation. The temporal enrichment of predicted targets downstream of *Myc* can be found in S19 Fig.

About 16% of connections in this network have been previously described [36,38–41], which include *Mef2c* to Ikaros [42] and *Pax5* and *Myc*’s negative feedback loop [43,44], or have been previously computationally predicted [45–47](52%), and we identify 20 new connections like *Rreb1* to *Myc* (S20 Fig). The identification of both direct and indirect regulation from a sudden doubling of Ikaros demonstrates the power of the Linked SOMs for analyzing highly-dimensional multi-omics data.

### Scalability of the linked SOM for larger datasets

In order to demonstrate the scalability of our approach to larger datasets, we applied the Linked SOM to the recently published sciCar dataset that measured chromatin accessibility and gene expression in the same DEX-treated A549 single cells [48]. This dataset features ~6,000 cells for each experiment with an average of 100,000 reads per cell for the scRNA-seq and 55,000 reads per cell for the scATAC-seq (each of which are an order of magnitude lower than the pre-B cell data above). We built a training matrix of 3,234 cells that passed our filters in both datasets and applied the Linked SOM methodology. (Experimental Methods) We found that the individual RNA and ATAC SOMs called a similar number of DE genes and DA regions to those found in the publication (S12A–S12C Fig). After SOM linking, we measured the correlations on the average signal across each timepoint (0h, 1h, and 3h) in both experiments in each LM and compared the distribution to correlations in the differential LMs and correlations when the timepoints for the cells are randomly scrambled. (S21D Fig). We found that the differential LMs have a lower density of combinations with no correlation and are more skewed towards the positive end, and both distributions are significantly (pvalue < .003) different in the scrambled dataset.

To explore this further, we computed a heatmap of the correlations for the differential LMs (S17E Fig). Investigating the contents of the positively correlated differential LMs revealed the promoter-gene connections for genes known to be targeted by Gluticoid Receptor (GR) activation such as *Ckb*, *Per1*, *Nfkbia*, *Cdh16*, and *Scnn1a*. Additionally, after motif analysis in those LMs, we recovered the motif of Nr3c1 (the GR receptor) in the promoter of each of the above genes (S21F Fig). These results show that Linked SOMs are capable of analyzing data from larger single-cell experiments with fewer reads per cell and can recover biological insights by leveraging separate measurements of RNA expression and chromatin accessibility without leveraging the same cell measurement of sciCar while demonstrating similar results.

We then compared the SOM linking algorithm to the analysis method from the original work using relationships between chromatin accessibility and gene expression present in the sciCar data. First, we performed a pseudotime analysis with monocle [18] on the scRNA-seq data that produced similar results (S22A Fig). Next, we combined the scaled signal in the scATAC-seq and scRNA-seq experiments into 11 evenly-sized batches of pseudotime-ordered cells (290 cells a piece), again with similar results (ZSWIM6 in S22B and S22C Fig). Finally, we calculated the correlations between these binned gene expression profiles and their promoters’ combined chromatin accessibility profile and compared it to the correlations of their linked metacluster profiles (S22D Fig). The linked metaclusters profiles (binned in a similar way) had significantly higher correlations than the scaled gene expression/chromatin accessibility profiles. This suggests that SOM metaclustering does a better job of cleaning up sparse and noisy data than simply scaling and binning cells by pseudotime.

## Discussion

In this work, we used a gene- and chromatin-centric analysis using SOMs on a mouse pre-B time-course data of single-cell RNA-seq and ATAC-seq separately and, then, convolved them to find synergistic effects. Combining the metaclusters from multiple SOMs as a pair-wise set generates a data-space that combines the properties from both without any assumptions about how the data relates to each-other. Due to the inheritance of each SOM’s properties, the linked metaclusters (LMs) contain genome regions that should be similarly regulated: not only is the chromatin accessibility of those regions similar across the cells, but the nearby genes they regulate share expression patterns. Thus, these LMs can be mined for motif enrichment and return a higher number of significant motif sites than simply dividing the data set randomly or by signal changes in either data set separately.

We used this SOM linking technique to explore the regulatory control of the lymphoid regulator *Ikzf1* during one step of B-cell development. 35 LMs enriched in the *Ikzf1* motif contained regions that had similarly-differential chromatin accessibility between time points and had had differentially expressed genes. Our analysis successfully recovers known biology about *Ikzf1* regulation on target genes *Igll1*, *Vpreb2*, and *Nr3c1* and novel regulatory information through discovery of possible downstream mechanisms for B-cell activation. Following the interactions around the network provides many exciting, new avenues for research.

It is important to note, however, that these predicted regulatory connections use an extremely stringent statistical cutoff to be as confident as possible, and thus, do not recover some of the linkages predicted based on *Ikzf1* ChIP data [33] such as Ikaros’s involvement in the regulation of *Myc* and *Foxo1*. While we do detect these connections at an early portion of the pipeline, the genome sequence in those regulatory regions are too different from the canonical motif to pass our stringent filters. *Foxo1* had an Ikaros motif in an open chromatin region near its transcription start site, but the motif only had a q-value of 0.762, which was above the threshold.

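The matrix holds 1 region within 50 kb of the transcription start site of Foxo1, a transcription factor of pre-B cell differentiation. It spans the start site on chromosome 3 from 52268236 to 52268382 of GRCm38, where Foxo1 runs from 52268336 to 52353221 on the plus strand. The region had 4 and 3 counts in the 0-hour runs and 7 and 12 in the 24-hour runs (log2 fold change 1.28, standard error 0.90, adjusted p = 0.564 from edgeR). Signal was found in 5.26% of the cells at 0 hours and in 7.58% at 24 hours. The exact core of the Ikaros motif used here, TGGGAA on either strand, had 0 matches in the region.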

Our approach for combining multi-omic data through linked SOMs is amenable to integrating other single-cell technologies for the purpose of multi-omic data analysis as long as a linking function can be found. For example, the profiling of small RNAs, such as miRNAs [49], in single cells could be linked with a standard scRNA-seq experiment through the use of target prediction algorithms. The hypothetical LMs in that case would include groups of miRNAs with similar expression patterns such that their target RNA also has similar expression patterns. Following identification of these groups, functional analysis could be done on each group target RNAs and these functions could be passed back to the miRNA in the group. This is just one example of an exciting experimental and computational design that linked SOMs enable.

The ability to perform multi-omic experiments from a single-cell is now achievable for several biochemical and genomic platforms [50–53] with more being developed every day. We foresee the ability to connect the patterns in multi-omic data using algorithms like linked SOMs to be integral in using this new technology to the fullest.

## Methods

### Pre-B cell differentiation

ERt2-Ikaros inducible B3 cells were cultured in Iscove’s Modified Dulbecco’s Medium (IMDM) supplemented with 10% FBS. Differentiation was induced as previously shown [33]. Briefly, cells were induced with 20mM of 4-hydroxytamoxifen (4OHT), over the course of 24 hours. Prior to performing single-cell experiments, cells were washed twice with cold 1X PBS.

### Single-cell RNA-seq

Single cells were isolated using the Fluidigm C1 System. Single cell C1 runs were completed using the smallest IFC (5–10 um) based on the estimated size of B3 cells. Briefly, cells were collected for 0 (1 batch) and 24-hour (2 batches) time-points at a concentration of 400 cells/μl in a total of 50 μl. To optimize cell capture rates on the C1, buoyancy estimates were optimized prior to each run. Each individual C1 capture site was visually inspected to ensure single-cell capture and cell viability. After visualization, the IFC was loaded with Clontech SMARTer kit lysis, RT, and PCR amplification reagents. After harvesting, cDNA was normalized across all libraries from 0.1–0.3 ng/μl and libraries were constructed using Illumina’s Nextera XT library prep kit per Fluidigm’s protocol. Constructed libraries were multiplexed and purified using AMPure beads. The final multiplexed single-cell library was analyzed on an Agilent 2100 Bioanalyzer for fragment distribution and quantified using Kapa Biosystem’s universal library quantification kit. The library was normalized to 2 nM and sequenced as 75bp paired-end dual indexed reads using Illumina’s NextSeq 500 system at a depth of ~1.0–2.0 million reads per library.

### Single-cell ATAC-seq

Single-cell ATAC-seq was performed using the Fluidigm C1 system as done previously [8]. Briefly, cells were collected for 0 and 24-hours post treatment with tamoxifen, at a concentration of 500 cells/μl in a total of 30–50 μl. Additionally, 3 biological replicates of ~50,000 cells were collected for each measured time-point to generate bulk ATAC-seq measurements. Bulk ATAC-seq was performed as previously described [54]. ATAC-seq peak calling was performed using bulk ATAC-seq samples. ATAC-seq peaks were then used to estimate single-cell ATAC-seq signal. Our C1 single-cell capture efficiency was ~70–80% for our pre-B system. Each individual C1 capture site was visually inspected to ensure single-cell capture. In brief, amplified transposed DNA was collected from all captured single-cells and dual-indexing library preparation was performed. After PCR amplification of single-cell libraries, all subsequent libraries were pooled and purified using a single MinElute PCR purification (Qiagen). The pooled library was run on a Bioanalyzer and normalized using Kappa library quantification kit prior to sequencing. A single pooled library was sequenced as 40bp paired-end dual indexed reads using the high-output (75 cycle) kit on the NextSeq 500 from Illumina. Two C1 runs were performed for 0 and 24-hour single-cell ATAC-seq experiments.

### Single-cell RNA-seq data processing

Single-cell RNA-seq libraries were mapped with Salmon [55] to the mouse Ensembl gene annotations and mm10 reference genome. Single-cell libraries with a mapping rate less than 50% and less than 450,000 mapped reads were excluded from any downstream analysis. Analysis was performed using 0 and 24-hour single-cells.

### Bulk and single-cell ATAC-seq data processing

Single-cell libraries were mapped with Bowtie2 [56] to the mm10 reference genome using the following parameters (bowtie2 -S -p 10—trim3 10 -X 2000). Duplicate fragments were removed using Picard (http://picard.sourceforge.net) as previously performed [8]. We considered single-cell libraries that recovered > 5k fragments after mapping and duplication removal. Bulk ATAC-seq replicates were mapped to the mm10 reference genome using the following parameters (bowtie2 -S—trim3 10 -p 32 -X 2000). Peak calling was performed on bulk replicates using HOMER with the following parameters (findPeaks <tags> -o <output> -localSize 50000 -size 150 -minDist 50 –fragLength 0). The intersection of peaks in three biological replicates was performed. A consolidated list of peaks was generated from the union of peaks from 0 and 24 hour time-points.

### ChIP-seq analysis

*Ikzf1* ChIP-seq data for 0 and 24-hour pre-B cells [29] was mapped to the mm10 reference genome using Bowtie2 [56]. For all samples, we filtered duplicated reads and those with a mapping quality score below 20. To identify peaks, we used the CLCbio Peak Finder software_ENREF_38 [57] with default parameters and control input libraries. We defined significant peaks with an adjusted p-value <0.01 also using biological replicates.

### Training and metaclustering of the individual RNA and ATAC SOMs

We use the SOMatic package, which is a combination of tools written in C++ and R designed for the analysis and visualization of multidimensional genomic or gene expression data, to train our individual SOMs. The SOMatic package also builds a customized, optional javascript viewer to mine the results visually. Installation information for this package can be found at https://github.com/csjansen/SOMatic.

For the RNA-seq SOM, we built a matrix of 12,380 expressed genes in 128 single cells and we used half the genes (6190) to train a self-organizing map with a toroid topology with size 40x60 with 6,190,000 million time steps (1000 epochs) as previously described [25] to select the best of 100 trials based on lowest fitting error. The entire matrix was used for scoring this best trial to generate the final SOM. The SOMatic website for this SOM can be viewed at http://crick.bio.uci.edu/STATegra/RNASOM/

Similarly, the ATAC-seq data was organized into a matrix consisting of scATAC signal in 227 cells at 25,466 ATAC-seq peaks (from pooled data) and half of the peaks were used to train a SOM with a toroid topology with size 40x60 using 12,733,000 time steps (1000 epochs) as previously described [25]. The best of 100 trials based on lowest fitting error was selected and the entire matrix was used for scoring the final SOM. The SOMatic website for this SOM can be viewed at http://crick.bio.uci.edu/STATegra/ATACSOM/

SOM units with similar profiles across cells were grouped into metaclusters [24,25] using SOMatic. Briefly, continuity-constrained [23] metaclustering was performed using k-means clustering to determine centroids for groups of units. Metaclusters were built around these centroids so that each cluster is in one piece to maintain the SOM topology. SOMatic’s metaclustering function attempts all metacluster numbers within a range given and scores them based on Akaike information criterion (AIC) [58]. The penalty term for this score is calculated using a parameter called the “dimensionality,” which is the number of independent dimensions in the data. We performed a hierarchical clustering on the SOM unti vectors and counted the number of clusters that were present at a height level equal to 30% of the total distance in the clustering. For the ATAC-seq SOM, the dimensionality was calculated to be 35, and for the RNA-seq SOM, the dimensionality was calculated to be 128.

For the RNA metaclustering, we tried all metaclusters numbers (k) between 20 and 50, whereas for the ATAC metaclustering we tried all k between 80 and 120. The k with the lowest AIC score was the one chosen for each SOM. For ATAC-seq, 107 metaclusters had the best score, and for RNA-seq, 39 metaclusters had the best score. R scripts for generating metacluster reports are provided in the SOMatic package. Metatcluster/Trait correlation and hypothesis testing analysis were done as previously described [24].

### Hyperparameter variation

There are inherent trade-offs that have to be kept in mind when choosing SOM parameters for training and metaclustering. For example, the size of a SOM is typically one of the most important decisions to be made in analyses of this type. A smaller SOM may group elements together that do not belong together and will reduce the statistical power of down-stream analysis, and a larger SOM may separate elements that belong in the same cluster but are separated due to noise, causing down-stream analysis to miss patterns that may exist. Similarly, the number of timesteps and the learning rate will change the chances of under and over-clustering by changing how the SOM scaffold morphs into the topology of the data. Proper metaclustering can improve the robustness of the SOM by easily revealing improper training due to poor parameters.

The scRNA-seq SOM was built with additional sizes 20x30 and 80x120 with little change to the calculated number of metaclusters, with 36 and 43 respectively. The 20x30 SOM was not chosen for the final analysis due to the occurrence of multiple 1-unit metaclusters, which indicates an underclustering. The 80x120 SOM was not chosen due to having a metacluster that contained a unit in each row which indicated a possible overclustering. The number of timesteps and learning rate chosen were determined to be sufficient due to the smoothness of the final summary map (S6A Fig). An insufficient value in either of these parameters would cause the summary to have large breaks in total signal between neighboring units, indicating under-training.

The scATAC-seq SOM was also built with sizes 20x30, and 80x120 with little change to the calculated number of metaclusters, with 98 and 109 respectively. The 80x120 SOM was not chosen due to the map focusing too much on regions that were unique to each cell, indicating overclustering. The 40x60 size was chosen over the 20x30 due to it having a better score. The number of timesteps and learning rate chosen were determined to be sufficient due to the smoothness of the final summary map (S6B Fig).

### Linked SOMs

In order to define this, a few preliminary definitions are required. For a set *A* of data vectors, it is possible to define a set of *n* vectors, *B*, indexed on a 2D lattice to partition *A* into *n* subsets with each vector assigned to the subset *i* iff *B*_*i*_ is the closest element of *B* to that vector. Due to the 2D indexing lattice that they are placed on, each vector in *B* is adjacent to its closest member in *B*, with “closest” defined by an unsupervised neural network. The set of vectors, *B*, is the set of SOM units.

Similarly, it is possible to compute a set of *m* vectors, *M*, to partition *B* into *m* subsets, *S*, with each vector assigned to the subset *i* iff *M*_*i*_ is the closest element in *M* to that vector such that a path can be drawn on the lattice using only elements of *S*_*i*_. This path requirement is in place to maintain the SOM topology calculated in training of the neural network. The subsets, *S*, are the metaclusters defined previously.

Let *G* be the set of gene vectors from a number of RNA-seq experiments and let *R* be the set of genome region vectors defined by ATAC-seq peaks. Using the procedure above, it is possible to segment these sets into metaclusters, named *N* and *M* respectively. Between these two metacluster partitions, we can define a linker mapping, *h*, from *R* to *G*. Using a linker mapping designed to link the individual SOM datatypes, we can define a set of partitions, *F*^*M*,*N*,*h*^, where (*r*,*g*) ϵ (*R*,*G*) is an element of *F*^*M*,*N*,*h*^_*ij*_ iff *h*(*r*) = *g*, *g* ϵ *N*_*j*_, and *r* ϵ *M*_*i*_. In this case, the linker mapping that we use to link RNA and open chromatin data is an implementation of the GREAT [34] OneClosest algorithm with a cutoff of 50kb to build regulatory regions around transcription start sites for each gene and check if these regions overlap with the ATAC-seq peaks. The resulting Linked SOM metaclusters (LMs) contain clusters of similar genome regions such that their linked genes are also similar.

### Motif analysis

The regulatory regions, including repeat regions, in each Linked SOM metacluster were separately scanned for motifs from the HOCOMOCOv11 mouse motif database [59] with FIMO v4.12.0 [60] using a q-value threshold of .05. The background for FIMO was calculated using the entire mm10 reference genome. Then, for each transcription factor in the database, the percentage of regions in each LM with a motif for that factor was calculated. To determine enrichment, the percentages for each transcript factor were separately compared in a one-tailed z-score analysis. LMs with a percentage that was significantly (pvalue < .05) enriched over the baseline, the average percentage across all LMs for that transcription factor motif, was reported for each transcription factor. Finally, transcription factors with a statistically significant number of motifs were mapped to the gene fused to the regulatory region the motif was found within. The full list of these potential connections can be found here: http://crick.bio.uci.edu/STATegra/LinkedMotifMappings.txt.

### sciCar Scalability analysis and cisTopic scATAC-seq Analysis

Processed sciCar data was downloaded from NCBI GEO (GSE117089) and reformatted into data matrices for both the scRNA-seq and scATAC-seq data. Of the ~4825 cells with measurements in both experiments, we kept those (3,234 cells) with more than 5% of genes detected in the RNA signal and more than 1000 mapped fragments detected in the ATAC signal. Additionally, we removed genes that were detected in less than 5% of cells and peaks with less than 100 total reads in all cells that passed the above filter. In total, the final RNA matrix was 17,751 genes x 3,234 cells and the final ATAC matrix was 18,638 peaks x 3,234 cells. These matrices were both trained into 40x60 SOMs over 1000 epochs with 100 replicates (best score taken) as above. We then performed the entire Linked SOMs pipeline above using the hg19 reference genome and Homo_sapiens.GRCh37.87 gene annotations. Finally, we ran the SOMatic pipeline on subsets of this data and recorded the runtime (S23 Fig). This run was on an AMD EPYC 7601 32-Core Processor with 2,200 MHz and 5GiB of RAM.

For the cisTopic analysis, we input the pre-B cell ATAC-seq training matrix into cisTopic v0.2.0 and followed the vignette on their GitHub. (https://github.com/aertslab/cisTopic)

### GEO accession

GEO accession number for data is GSE89285.

## Supporting information

S1 Fig Self-Organizing map clustering overview. (A) Example heatmap for 5 genes’ expression in a typical single-cell RNA-seq with 2 time points. Genes G1 and G2 are enriched at 0h with two 0h cells missing that signal due to technical noise and gene G4 is enriched at 24hr. Genes G3 and G5 also have a similar expression pattern with two cells missing signal in G5 due to technical noise, but are not particularly enriched in either time point. (B) 2D representation of the genes’ expression profile with an initial SOM scaffold. The colors in the scaffold correspond to those the map below. (C) 2D representation of the genes’ expression profile with a typical trained SOM scaffold overlaid. The maps below represent the signal for each unit in the labeled experiment’s dimension. For example, only gene G4 has signal in 24h Cell #1, and thus, only the unit near G4 has signal on the map. (D) Neighboring units with similar expression profiles are metaclustered to fix the overclustering of genes G1 and G2 into separate units. (E) Multiple individual maps can be combined into one through arithmetic. This map represents the average of each 24h map subtracted from the average of each 0h map. (F) Trait enrichment analysis can be applied on each metacluster to provide a p-value for enrichment in a particular time point. Here, metacluster 1, containing genes G1 and G2, is enriched in 0h, and metacluster 3, containing gene G3, is enriched in 24h.
(TIF) Click here for additional data file.

S2 Fig scRNA-seq gene UMAP. UMAP [30] generated using uwat [61] from scRNA-seq data with each point representing a gene’s expression in each cell. The umap is separated into 4 large clusters, which provides a poor level of resolution for downstream analysis. Points were colored by RNA SOM metacluster, which divides the large clusters into many sub-clusters.
(TIF) Click here for additional data file.

S3 Fig scATAC-seq region UMAP. UMAP [30] generated using uwat [61] from scATAC-seq data with each point representing a genome region’s ATAC-seq signal in each cell. The umap could not be separated into any significant clusters. Points were colored by ATAC SOM metacluster, which divides the large cluster into many sub-clusters.
(TIF) Click here for additional data file.

S4 Fig UMAPs of cells used in analysis. UMAP [30] generated using Seurat v3 [31] from both data types with each point representing a cell colored by timepoint.
(TIF) Click here for additional data file.

S5 Fig Seurat v3 co-embedding. Co-embedding of the scRNA-seq and scATAC-seq data created using Seurat v3 [31]. The co-embedding succeeded in overlapping cells from the different technologies, but failed to use the clear separation of the time points in the scRNA-seq data to separate the co-embedding by time.
(TIF) Click here for additional data file.

S6 Fig SOM summary maps (total signal in every cell). (A-B) Summary maps for the (A) RNA and (B) ATAC SOMs. Each unit’s value is generated by totaling the values in the full SOM unit’s vector. A blue-white-red color spectrum was used. These graphs are mainly used to determine ‘smoothness’ of the SOM fit and to see if more timesteps or changes to the learning rate are needed.
(TIF) Click here for additional data file.

S7 Fig Statistic maps for scRNA-seq SOM. (A) U-Matrix for the SOM built with the single-cell RNA-seq dataset. Each unit contains the average of the distance to all neighboring units. Metacluster divisions are overlaid. Areas of high distance correspond primarily to a metacluster division. (B) Density map for the RNA-seq SOM. The color corresponds to the number of genes found in each unit. Metacluster divisions are overlaid. Most metaclusters are ruled by a few high density units.
(TIF) Click here for additional data file.

S8 Fig Statistic maps for scATAC-seq SOM. (A) U-Matrix for the SOM built with the single-cell ATAC-seq dataset. Each unit contains the average of the distance to all neighboring units. Metacluster divisions are overlaid. Areas of high distance correspond primarily to a metacluster division. (B) Density map for the ATAC-seq SOM. The color corresponds to the number of chromatin regions found in each unit. Metacluster divisions are overlaid. Most metaclusters are ruled by a few high density units.
(TIF) Click here for additional data file.

S9 Fig cisTopic Analysis of Pre-B cell ATAC-seq Data. (A) Graph detailing the score of various topics tried in cisTopic training. The best model had 15 topics. (B) T-sne output from cisTopic after training. Each point is a cell colored by timepoint (Yellow is 0 hr and green is 24 hr). (C) Bar graph detailing the number of regions in each called topic. (D) Comparison of cisTopic topics and SOM linked metaclusters. Several ATAC-seq peaks with very different profiles ended up in different ATAC-seq SOM metaclusters and the same cisTopic topic.
(TIF) Click here for additional data file.

S10 Fig Global Topic/Metacluster comparison heatmap. (A) Heatmap of Topic/Metacluster overlap normalized by Metacluster ordered by hierarchical clustering. (B) Heatmap of the absolute number of regions in each Topic/Metacluster overlap ordered by hierarchical clustering.
(TIF) Click here for additional data file.

S11 Fig Silhouette coefficient comparison between cisTopic and SOM Metaclusters. (A-B) Silhouette coefficient graphs for the cisTopic and SOMatic clusterings of the mouse pre-B cell scATAC-seq data. The average Silhouettes were very similar despite cisTopic only using 8,266 of the 25,466 genomic regions.
(TIF) Click here for additional data file.

S12 Fig SOM Linking overview. (A) An example SOM after training on RNA-seq data. Metaclusters 1, 2, and 3 contain genes (G1, G2), (G3, G5), and (G4) respectively. (B) An example SOM after training on ATAC-seq data. Metaclusters 1, 2, and 3 contain genome regions (R3, R5), (R1, R2, R7), and (R4, R6) respectively. (C) An example of how the genes in (a) and the genome regions in (b) could be arranged with their respective metaclusters. (D) The final list of linked metaclusters (LM) that result from the above system. Note that Region 1 and 2 both end up in the same LM (ATAC 2, RNA 1) because they are both in ATAC metacluster 2 and their nearby genes, G1 and G2, are both in RNA metaclusters 1. (E) Example motif enrichments for each gene in (A) in each LM. Bolded genes have a significant enrichment over the background. G1 is found too highly in many LMs and might have an extremely permissive motif. In LM (ATAC 1, RNA 3), G3 motif is found, but would not be called significant due to it being only 1 observation. (F) An example gene regulatory network generated from (E).
(TIF) Click here for additional data file.

S13 Fig Motif mining efficiency using various techniques. (A) Graph detailing the number of motifs found using the same set of peaks with different groupings using the same q-value < .05 cutoff. (B) Graph detailing the number of motifs found using the same set of peaks with using the linked metacluster grouping and just the ATAC-seq SOM metaclusters grouping using the same q-value < .05 cutoff.
(TIF) Click here for additional data file.

S14 Fig Motif scanning statistics for random separation validation. The distribution of motifs found by randomly splitting peaks into 4,429 synthetic linked metaclusters (LM). The mean was ~1,469,000 motifs which is significantly fewer than the ~9.3 million found in the real LMs.
(TIF) Click here for additional data file.

S15 Fig Chromatin accessibility patterns around Igll1 and Vpreb1 locus revealed by scATAC-seq labeled by SOMatic. (A-B) UCSC genome browser screenshots of the *Igll1* and *Vpreb1* loci with bulk (50,000 cells), aggregate (94 single-cells averaged) and single-cell ATAC-seq for 0 (A; 94 single-cells) and 24-hour (B;133 single-cells) pre-B cells. Linked SOM ids (ATAC, RNA) are depicted for all chromatin elements.
(TIF) Click here for additional data file.

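In both 24-hour runs the share of cells with signal at the promoters of Igll1 and Vpreb1 was below that in both 0-hour runs. Neither promoter passed in edgeR (adjusted p = 0.232 for Igll1 and 0.282 for Vpreb1). The shares are not corrected for depth, and cells of runs 1 to 4 had median totals of 2898, 1787, 1839.5 and 1676 counts. At the promoter region of Igll1, 25.0% of the cells of run 1 and 14.9% of those of run 2 had signal, against 5.00% in run 3 and 0% in run 4 (0 of 72 cells, where 3 cells would be 4.17% and the exact 95% interval reaches 4.99%). At the promoter region of Vpreb1 the shares were 14.6% and 19.1% at 0 hours and 3.33% and 1.39% at 24 hours. At the promoter region of Top3b they were 8.42% over the cells of 0 hours and 6.82% over those of 24 hours. The exact 95% binomial interval for run 1 at the promoter of Igll1 ran from 13.6% to 39.6%, and such intervals cover counting error only.

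**Figure D3:**
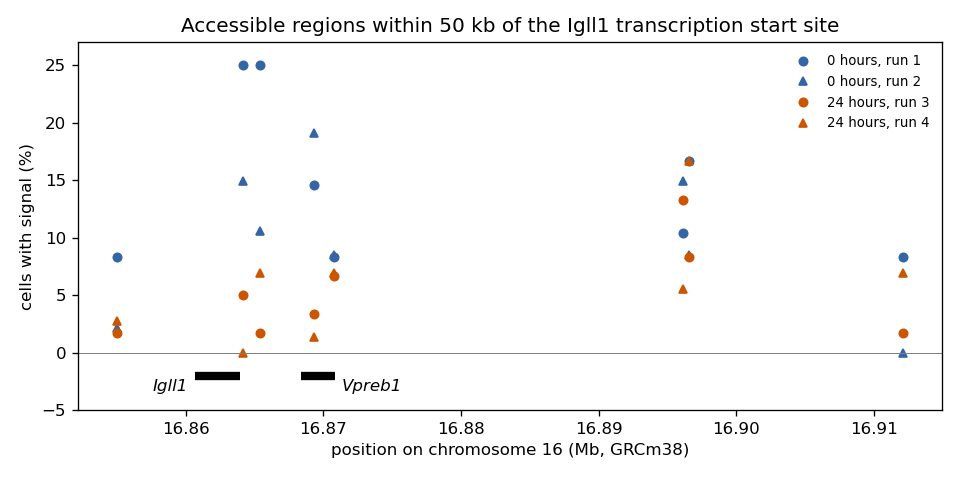
Share of cells with signal (y axis, percent) in each of the 8 regions within 50 kb of the start of Igll1, by position on chromosome 16 (x axis, Mb, GRCm38). Circles and triangles are the first and second C1 run of a time point, blue for 0 hours and orange for 24 hours, and black bars are the 2 genes. The 24-hour runs lie between 0% and 5.00% at the promoter of Igll1.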

S16 Fig ChIP-seq validation of Ikaraos binding near Nr3c1. UCSC genome browser snapshots of Ikaros ChIP data taken at the 0-hour and 24-hour timepoints near *Nr3c1*. The location of the predicted motif is noted along with its linked metacluster ID. The marked location has a significant change in binding at the marked location over the time course.
(TIF) Click here for additional data file.

S17 Fig ChIP-seq validation of Ikaraos binding near *Elf2*. UCSC genome browser snapshots of Ikaros ChIP data taken at the 0-hour and 24-hour timepoints near *Elf2*. There were 2 predicted motifs in this metacluster, Ikaros and Tcf3.
(TIF) Click here for additional data file.

S18 Fig ChIP-seq validation of Ikaraos binding near *Hes1*. UCSC genome browser snapshots of Ikaros ChIP data taken at the 0-hour and 24-hour timepoints near *Hes1*. The location of the predicted motif is noted along with its linked metacluster ID. The marked location has a significant change in binding at the marked location over the time course.
(TIF) Click here for additional data file.

S19 Fig Downstream *Myc* target gene expression and chromatin accessibility dynamics. Myc (whose signal drops dramatically from 0- to 24- hour) downstream targets were predicted in a method similar to that in Fig 4. Around half of these react with a drop in signal with a small portion reacting with an increase. This is similar to the change in chromatin accessibility at the predicted binding sites near these genes.
(TIF) Click here for additional data file.

S20 Fig Gene regulatory connections downstream of Ikaros with levels of known evidence. A list of transcription factors with significant changes over the time course and the transcription factors were predicted to regulate. Each regulated gene is followed by a label for the level of existing evidence and reference number if relevant.
(TIF) Click here for additional data file.

S21 Fig Application of linked metaclusters on sciCar data. (A-B) Difference maps displaying the areas of temporal enrichment after training on sciCar data. (C) RNA data was differential in 19 metaclusters that represent 2113 genes. The ATAC data was differential in 11 metaclusters representing 2607 genome regions. (D) Violin plots describing the distribution of average temporal correlations between linked ATAC-seq peaks and genes. The differential metaclusters (in green) have fewer combinations with no correlation and more with negative correlations than the distributions from all LMs (in red). Both distributions are significantly (pvalue < .05) different than when the timepoints of the cells are scrambled (in blue). (E) A heatmap of the average temporal correlations from the differential linked metaclusters. (F) Known targets of Nr3c1 (GR receptor) recovered during motif and network analysis. These downstream genes all appeared in differential RNA metaclusters.
(TIF) Click here for additional data file.

S22 Fig Comparison of linked metacluster profiles to scaled profiles from sciCar data. (A) Re-computed pseudotime graph of the scRNA-seq data from the sciCar dataset by monocle [18] is very similar to original publication. (B-C) The scaled signal of the gene expression for ZSWIM6 and chromatin accessibility for its promoter from binned cells is very similar to the original publication. (D) Violin plots of the computed correlations between gene expression and their promoters’ accessibility. Linked metacluster profiles had significantly higher correlations than simply scaling the profiles.
(TIF) Click here for additional data file.

S23 Fig SOMatic runtime graph on sciCar scATAC-seq data. Runtime estimates for SOMatic running on different number of samples. Online SOMs have an inherent complexity of O(Observations*Samples) which SOMatic replicates.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

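Single-cell ATAC-seq of B3 cells, a mouse pre-B cell line with an inducible form of Ikaros, was analysed for 227 cells from 4 C1 runs, 2 at 0 hours and 2 at 24 hours after 4-hydroxytamoxifen. The time point and the run of each cell were taken from the sample labels, which list 259 single cells, and the columns of the matrix name the cells that were used. As the labels and the paper describe it, the authors trimmed and mapped the reads to mm10 with Bowtie2, removed duplicates with Picard, called peaks with HOMER on bulk ATAC-seq replicates of each time point and kept regions with signal in at least 5 cells. The versions of these tools are not given in the sources used here. The deposited values are counts of 0, 1 or 2 per region and cell, with 2 as the largest value, and are not scaled to depth. Totals differed between cells from 334 to 7940 counts, and 0 cells had values identical to those of another cell. The number of value columns in the matrix that were not used is 0. Single-cell RNA-seq, bulk ATAC-seq and ChIP-seq data were not analysed here.

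The counts of the cells of a run were summed, and the sums were tested between time points with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust estimates of the dispersion, TMM factors and Benjamini-Hochberg adjustment at 0.05. The TMM factors of runs 1 to 4 were 0.99, 0.972, 1.023 and 1.016. The common dispersion was 0.140 for regions and 0.0984 for genes. Standard errors of log2 fold changes were taken as the size of the log2 fold change over the square root of the F statistic. Regions and genes with fewer than 20 counts over the 4 runs were left out. Regions were placed on GRCm38 with the basic set of GENCODE M21. A region was linked to the gene of the nearest transcription start site within 50 kb, and called a promoter region within 1 kb. Counts between groups with 1 to 3 counts on one side are given as a ratio with an exact 95% counting interval, and where a group had 0 counts the bound was computed against 3 counts over the group, without the counting error of the other group. All such intervals cover counting error only.

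Lists of genes were tested with fry and camera in limma 3.58.1, with 19 lists. Sequences of 17 consensus motifs were searched on both strands of the regions, and called regions were compared with the other tested regions by Fisher's exact test. The self-organizing map was rebuilt with 40 by 60 units, and the units were joined into 107 groups. The counts of a group, which were also the basis for forming the groups, were tested with edgeR and the total of each run as its size. Where cells were taken as units, the mean signal of a cell over the regions of a metacluster was correlated with the time point with 100000 permutations and a threshold of 0.0001. For latent semantic indexing, components 2 to 10 and 15 neighbours were used. Python 3.11.15 was run with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0.

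The design, the alternatives, the lists, the motifs and the rule for the genes named here were written before the data were examined, apart from alternatives marked as added. By that rule the text could name, in each direction, up to 10 called regions or genes that moved the same way in every pairing of runs, every gene the paper names, up to 4 members of each list with the smallest p, and the regions within 50 kb of 9 genes of the paper. The values of genes in the figures of the paper had been seen when the rule was written. The alternatives were upper-quartile factors, the number of cells as the size of a run, DESeq2 1.42.0, no filter, at least 50 counts, each cell set to 0 or 1, cells with at least 1000 counts, each cell thinned to 1000 counts, each run left out, the number of the run as a block, promoter regions in place of all regions of a gene, other seeds, sizes and numbers of groups for the map, cells as units, and other settings for the lists, motifs and neighbours. Where a run was left out, the lone run of a time point was assumed to vary like the runs of the other. The test was tried on simulated counts with 200 of 10050 regions, or of 7755 genes, changed by a known amount.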

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

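The comparison of promoter shares between runs of the same time point and the test of the median correlation with thinned cells were chosen only after the result was seen, and the test of the share of metaclusters still called with thinned cells was added after the data were seen, with its bounds set before its result was.

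In 9 regions that the paper does not discuss, accessibility differed between 24 and 0 hours at an adjusted p of 0.0438 in each, from edgeR with 2 runs at each time point. They are named by the nearest start site, which lies 118818 bp away for Ccdc90b, 72532 bp for Kif2a, 59893 bp for Crhr1 and 56256 bp for 2010315B03Rik, beyond the 50 kb within which regions were linked to genes. The region nearest to Ccdc90b lies on chromosome 7 from 92442282 to 92442381, in an intron whose gene was not recorded. It had a fitted log2 fold change of -5.04 and a count ratio of 0.0248 (95% counting interval from 0.000614 to 0.147, with 1 count at 24 hours). The intergenic region nearest to Kif2a on chromosome 13 from 107094586 had a log2 fold change of -3.61. The promoters of Ube4a on chromosome 9 from 44965524 and of Trappc5 on chromosome 8 from 3676347 had 1 count each at 0 hours. Their fitted log2 fold changes were 5.20 and 5.16, and their count ratios were 49.4 (interval from 8.48 to 1990) and 44.6 (interval from 7.61 to 1800). The promoter of Kars on chromosome 8 from 112011289 was at 4.05. Intergenic regions were higher near Chst11 on chromosome 10 from 82955231 (log2 fold change 2.82), near Aldh9a1 on chromosome 1 from 167340355 (2.75), near 2010315B03Rik on chromosome 9 from 124256384 (2.71) and near Crhr1 on chromosome 11 from 104072913 (2.39). The number of these regions that passed was 0 with upper-quartile factors, with DESeq2 and without cells under 1000 counts, 5 without run 1, 6 without run 2, 9 without run 3 and 6 without run 4.

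For the changed regions, repeats and a difference in GC content between libraries were weighed against the treatment. Across the 10050 tested regions, which are not independent replicates, Spearman's correlation of the log2 fold change with GC content was 0.366, above the 0.3 set for a GC bias, and it was 0.193 within promoter regions and 0.191 within distal regions. Runs of the same time point gave -0.143 for run 2 against run 1 and 0.218 for run 4 against run 3, so that GC content may account for a part of the changes. Of the 9 regions 11.1%, the region near 2010315B03Rik, lie mostly in soft-masked repeats (exact interval from 0.281% to 48.2%) against 1.13% of all tested regions, and with 9 regions a contribution of repeats cannot be told apart from none. An effect of the treatment stays open, as each time point has 2 runs.

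With cells as units, 42 metaclusters had higher signal at 0 hours, and the depth of the cells was weighed against the treatment. With each cell thinned to 1000 counts the median correlation with the time point over the 42 was -0.267, against -0.261 without thinning. All 42 stayed negative, which argues against unequal totals of the cells as the whole cause. Thinning equalises the totals only. As the deposited values stop at 2 per region, it cannot exclude that depth altered which regions had signal. The bound for the median correlation was set after the result was seen, and the 42 were chosen in these same cells. The share still called was 61.9%, between the 50% set for depth as a cause and the 67% set for none, so it cannot tell. Thinning took the metaclusters lower in run 2 than in run 1, both at 0 hours, from 30 to 0, with 3 higher in run 2 after it. For the 16 that were no longer called, over 195 cells in place of 227, depth stays open. Without run 1, the deepest run, 33.33% of the 42 were still called, and without run 2, run 3 and run 4 the shares were 100%, 92.9% and 11.9%, so that a part of the calls may rest on the depth of run 1 or on other properties of runs 1 and 4. The share without run 1 lies under the 50% set beforehand for the depth of that run as a cause. Between the 24-hour runs with thinned cells 13 metaclusters were lower and 14 higher in run 4. Calls between single runs permute cells, so their p-values measure the spread of cells and not of runs. The treatment stays open beside such differences between runs.

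Relative to the total of a run, promoter regions were higher and distal regions lower at 24 hours, while with the number of cells as its size the medians were -0.044 and -0.93, with a difference of 0.89, and GC content and differences between runs were weighed against the treatment. Within 10 bins of GC content 68.6% of the difference was left, from 56.7% to 78.2% over the pairings of runs. That is above the 25% set for GC content as the cause, which argues against it as the whole cause. The test cannot exclude it, as GC content still varies within a bin. As a part of the cause GC content stays open, since the range spans the 67% set for no role. The bins of a pairing differed as well. For run 3 and run 4 against run 1 the lowest bins were at -0.009 and -0.063 and the highest at 0.475 and 1.189. For run 3 and run 4 against run 2 the lowest were at 0.164 and -0.037 and the highest at 0.489 and 1.226. The difference between promoter and distal medians was 0.60 for run 4 against run 3, both at 24 hours, and 0.44 for the closest pairing of a 24-hour run with a 0-hour run. Over all pairings the mean was 0.91 and the highest 1.36, above the difference between runs 3 and 4, so that differences between runs whatever their time point could account for a change as small as the closest pairing and for a part of the others, and the treatment stays open beside them.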

How the results depend on the processing

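The peak-set tests of the motifs and the metaclusters over thinned cells were added after the data were seen; the cause of the changes below was not tested unless said. At these depths the calls for single regions depend on the setting. Against 2 lower and 7 higher regions, the counts were 0 and 0 with upper-quartile factors, with DESeq2 and without cells under 1000 counts, 31 lower with the number of cells as the size of a run, 7 lower without a filter, 33 and 23 with at least 50 counts, where fewer regions are tested, 25 and 18 with each cell set to 0 or 1, and 6 lower with cells thinned to 1000 counts. Leaving out 1 run gave from 2 lower (run 2) to 492 (run 3) and from 8 higher (run 2) to 379 (run 3). With the number of cells as the size of a run the median over all tested regions moved from 0.06 to -0.31.

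Against 0 genes in both directions in edgeR, with 968 at an unadjusted p under 0.05 and 0 in DESeq2, there were 9 lower and 3 higher with upper-quartile factors, 32 and 33 without a filter, 36 and 25 with at least 50 counts, 38 and 18 with each cell set to 0 or 1, 2 and 4 from promoter regions alone, and from 0 to 335 lower and from 0 to 300 higher when 1 run was left out, the highest of both without run 3. Against 9 and 12 metaclusters, there were 0 and 0 with the number of cells as the size of a run, 15 higher at 0 hours on a map of 20 by 30 units, 42 and 5 with cells as units, 26 and 27 with thinned cells as units, and from 0 to 32 at 0 hours and from 0 to 24 at 24 hours when 1 run was left out. Camera with a preset correlation called 3 lists (pre-B cell receptor, adjusted p = 0.000463; Fig 4C at 0 hours, 0.000776; T cell markers, 0.0387) and with an estimated correlation 0. With the number of cells as the size of a run 1 motif passed, the CpG-rich SP/KLF box, which was rarer in the lower regions (1 of 31, 3.23%, against 44.2% of the other tested regions). In this setting the comparison was not made within bins of GC content or within promoter and distal regions. The mean share of neighbours of the same time point was 94.1%, and 85.6% with thinned cells. These shares include cells of the same run, which made up 45.1%, 74.6%, 89.2% and 93.4% of the neighbours in runs 1 to 4 without thinning.

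The first and second runs of a time point share only a number (correlation of their deviations -0.0538). With this number as a block, 8 regions were lower and 11 higher, 0 genes were called in both directions, and 14 metaclusters were higher at 0 hours and 12 at 24 hours.

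Log2 fold changes of the other sign were found for Lyn with promoter regions alone (0.39), Nr3c1 with thinned cells (0.28), Elf2 with the number of cells as the size (-0.022), with promoter regions alone (-0.12) and without 1 run (from -0.44 to 0.83), Hes1 with the number of cells as the size (-0.34), with cells set to 0 or 1 (-0.12), with thinned cells (-0.042), with promoter regions alone (-0.044) and without 1 run (from -0.36 to 0.99), and Hbp1 with the number of cells as the size (-0.12), with thinned cells (-0.32) and without 1 run (from -0.072 to 0.39). None of these genes passed the test in any setting run.

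Directions of lists in fry also turned, at no adjusted p under 0.05. With the number of cells as the size of a run this was so for mitosis, cell cycle arrest and erythroid markers (adjusted p = 0.968 each), for DNA replication, housekeeping and stress (0.964 each) and for glycolysis (0.914), and with promoter regions alone for antigen presentation, DNA replication and glycolysis (0.865 each). When 1 run was left out, pre-B maturation turned without run 1 and run 4 (adjusted p from 0.616 to 0.975 over the 4 runs left out), antigen presentation (from 0.707 to 0.924) and glycolysis (from 0.707 to 0.924) without the same runs, DNA replication without run 2 (from 0.616 to 0.94), Myc and ribosome biogenesis without run 2 and run 3 (from 0.467 to 0.94), myeloid markers without run 4 (from 0.221 to 0.94), and erythroid markers (from 0.657 to 0.99) and stress (from 0.707 to 0.94) without run 3. Over all settings, named genes kept direction and side of the threshold 410 times, passed it 22 times and turned 13 times; lists did so 126 times, passed it 3 times and turned 22 times; the 9 named regions kept theirs 72 times and missed the threshold 37 times. The difference in regions with signal per cell was negative in every setting run, from -750.25 without run 2 to -7.75 without run 1, and that between promoter and distal regions was positive, from 0.54 without run 4 to 1.27 without run 3.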

Differences from the paper's values

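The paper gives 48 metaclusters with higher signal in 0-hour cells, and 9 of 107 rebuilt metaclusters passed at an adjusted p under 0.05 in edgeR. The paper's test took cells as replicates, whereas the runs are the replicates in edgeR, and its text names no threshold for these metaclusters. Of the alternatives set before the data were examined, cells as units gave 42 and leaving out run 3 gave 32, both within 1.5 times the paper's value. The others gave 0 with the number of cells as the size of a run and without run 1, run 2 or run 4, 10 and 9 with other seeds, 15 on a smaller map, 9 and 10 with 80 and 120 metaclusters, and 14 with the number of the run as a block.

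The paper gives 3 metaclusters with higher signal in 24-hour cells, and 12 passed here. No alternative came within 1.5 times of the paper's value. Cells as units gave 5, other seeds 10 and 12, a smaller map 12, 80 and 120 metaclusters 9 and 12, the number of the run as a block 12, leaving out run 3 24, and the number of cells as the size, or leaving out run 1, run 2 or run 4, gave 0.

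The paper finds cell division among the functions of genes near its most significant metaclusters. Of 41 mitotic genes with a region, 2 lay near the rebuilt metaclusters higher at 0 hours and 9 near those higher at 24 hours, at adjusted p of 0.689 and 0.326 from Fisher's exact test over a list in place of ontology terms and over all called metaclusters in place of the paper's own. With the metaclusters called from cells as units the counts were 24 and 5, at adjusted p of 0.919 and 0.207.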

Other observations

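Of 38 tested mitotic genes, 23 had a positive log2 fold change at 24 hours (fry p = 0.0175, adjusted p = 0.127, and in the other direction at 0.968 with the number of cells as the size of a run), among them Top2a, the DNA topoisomerase of dividing cells, at 2.68 (standard error 0.89), the centriole kinase Plk4 at 2.06 (standard error 0.71) and the kinetochore gene Nuf2 at 1.52 (standard error 0.71). E2f3, a transcription factor of S phase entry, was at -1.36 (standard error 0.37) and was the 1 member that was lower when adjusted over the list alone. Of 21 genes of cell cycle arrest 16 were positive (adjusted p = 0.55, with a direction that turned under the same setting, as it did for DNA replication, glycolysis, erythroid markers and both control lists below), with Cdkn2c, a kinase inhibitor, at 1.59. Of 26 genes of DNA replication 14 were positive (adjusted p = 0.719), with Rpa2 at 1.97. Of 23 genes of Myc and ribosome biogenesis 13 were positive (adjusted p = 0.925). In that list Npm1, with 3 counts at 0 hours, had a count ratio of 11.0 (95% counting interval from 3.45 to 55.9) and was higher when adjusted over the list alone, Polr1a was at -1.71 and Myc at -0.95.

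Of 22 transcription factors of the B lineage 14 were negative (adjusted p = 0.558), and of 11 genes of pre-B maturation 7 were (adjusted p = 0.788). Of 13 genes of antigen presentation 7 were positive (adjusted p = 0.899), while H2-DMb2 was at -2.56. Glycolysis had 12 of 17 positive (adjusted p = 0.899). Of the markers of other cells, 4 of 5 T cell genes were negative (adjusted p = 0.146), and 2 of them were lower when adjusted over the list alone, Cd28 at -1.63 and Tcf7 with a count ratio of 0.138 (interval from 0.0264 to 0.464, with 3 counts at 24 hours). Myeloid markers had 1 negative and 1 positive gene (adjusted p = 0.719), erythroid markers 2 and 2 (adjusted p = 0.788), and the 1 stromal gene tested was positive (adjusted p = 0.719). As controls, 7 of 13 housekeeping genes (adjusted p = 0.558) and 10 of 16 stress genes (adjusted p = 0.788) were positive. Of the 22 transcription factors of Fig 4D 12 were positive (adjusted p = 0.558), and of 14 genes named in the text of the paper 8 were negative (adjusted p = 0.127). Of 52 genes that the paper names, 48 were tested, 15 had an unadjusted p under 0.05 in edgeR, 13 of them lower and 2 higher, and 0 passed after adjustment over all genes, as with DESeq2.

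At other loci of the paper, the promoter region of Vpreb2 on chromosome 16 from 17980300 to 17980418 had 9 and 6 counts at 0 hours and 0 in both 24-hour runs. With the 0 taken as 3 counts over the group, this is 5.16-fold lower, a bound that leaves out the counting error at 0 hours. Within 50 kb of Myc 4 regions were tested and 4 were negative, and 0 of them had an unadjusted p under 0.05 in edgeR. Near Nr3c1 2 of 7 regions were tested, near Elf2 4 of 6 and near Hes1 3 of 6, and those tested were positive, with 0 at an unadjusted p under 0.05 in edgeR. Of the others, with too few counts for the test, intergenic regions near Hes1 from 30061479 and from 30070521 on chromosome 16 had 8 and 10 counts at 0 hours and 1 and 2 at 24 hours (count ratios of 0.121, interval from 0.00273 to 0.904, and 0.194, interval from 0.0206 to 0.909). A region in an intron of Nr3c1 on chromosome 18 from 39476001 had 8 counts at 0 hours and 0 at 24 hours, 2.75-fold lower by the same bound as for Vpreb2. The promoter region of Hes1 had 2 matches of the Ikaros core, and 1 of the regions near Elf2 had one.

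Regions with a match of the CpG-rich SP/KLF box had a median log2 fold change of 0.30, against -0.22 without. Those with a RUNX site were at -0.67, with an AP-1 site at -0.68 and with an ETS site at -0.46. These medians were not split by place or GC content. With or without a motif, the median was 0.274 over tested promoter regions and -0.61 over tested distal regions, so a motif cannot be told apart from place here. In a test added after the data were seen, 0 of the motif sets passed after adjustment, with a smallest adjusted p of 0.167 in fry, for MEF2, and of 0.33 in camera.

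Over the tested regions the correlation between runs was 0.413 for the runs of 0 hours and 0.389 for those of 24 hours, and between 0.0101 and 0.218 across time points. The other ways to split the 4 runs into pairs called 0 regions in edgeR, with 151 and 136 at an unadjusted p under 0.05 against 1334 for the time points, and 0 genes, with 158 and 127 against 968. They called 0 metaclusters, against 21 for the time points. Each of these other splits put runs of both time points into the same group. A difference between time points then adds to the spread within groups and lowers the counts. The low counts are thus no measure of what is called without a difference. With 3 splits no share under 0.05 is possible.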
